# Candidate Transcriptomic Sources of Inbreeding Depression in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pone.0070067

**Published:** 2013-07-29

**Authors:** Carlos Garcia, Victoria Avila, Humberto Quesada, Armando Caballero

## Abstract

The genomic causes of inbreeding depression are poorly known. Several studies have found widespread transcriptomic alterations in inbred organisms, but it remains unclear which of these alterations are causes of the depression and which are mere responses to the ensuing physiological stress induced by increased homozygosity due to inbreeding. Attempting to differentiate causes from responses, we made a c-DNA microarray analysis of inbreeding depression in *Drosophila melanogaster*. The rationale of the experiment was that, while depression is a general phenomenon involving reductions in fitness in different inbred lines, its first genetic causes would be different for each inbred line, as they are expected to be caused by the fixation of rare deleterious genes. We took four sets of inbred sublines, each set descending from a different founding pair obtained from a large outbred stock, and compared the expression of the three most depressed sublines and the three least depressed sublines from each set. Many changes in expression were common to all sets, but fourteen genes, grouped in four expression clusters, showed strong set-specific changes, and were therefore possible candidates to be sources of the inbreeding depression observed.

## Introduction

The consequences of the increase in homozygosity due to mating between close relatives (inbreeding) are well known in the evolutionary [1], animal and plant breeding [2], and conservation [3] contexts. Inbreeding is responsible for the reduction in the performance of reproductive traits (inbreeding depression) with important implications on the capacity of populations to evolve and adapt to new environmental changes and, eventually, in their long-term viability [4]. However, the genomics of inbreeding depression is not well understood [5]. Knowing the mechanisms involved in the causation of inbreeding depression at the genomic level would enable the identification of optimum reproducing individuals in conservation and genetic improvement plans [6]–[8], and to predict the effectiveness of purging measures [9]–[11]. Of special interest would be to measure the impact of the variation in gene expression on the magnitude of inbreeding depression, because experimental evidence has shown that most phenotypic differentiation, both between species [12]–[14] and within populations [15] (reviewed in [16]) is related with changes in gene regulation.

Some whole-genome c-DNA microarray-based transcriptomic comparisons between inbred and outbred lines are already available for *Drosophila melanogaster*. Kristensen *et al*. [17] found that their inbred lines changed the regulation of many different genes, especially those related with metabolism, biological defence and stress responses. Also using microarrays in this species, Ayroles *et al*. [18] compared the transcriptome of lines completely homozygous for different third chromosomes derived from a wild population and showing strong and weak depression for male competitive reproductive success. Again, many genes changed their expression between depression levels and those related with basic metabolism, stress and defence responses were overrepresented. In a previous paper [19] (see also [20]), we have presented the results of a new analysis where both inbreeding and inbreeding depression effects on gene expression are analysed. As in previous studies, we found that inbreeding caused large-scale changes in gene expression. But, in addition, we observed that for most of the genes with a change in expression under inbreeding, the least depressed sublines were those showing the largest departures in expression from that of the outbred control. This pattern was consistent with a protective role of expression changes against inbreeding effects. Thus, gene expression would change in a complex way under inbreeding. On the one hand, the defective regulation of some genes would contribute to the depression, whereas on the other, many functional expression adjustments are assumed to maintain fitness in the new genetic situation.

These overall transcriptomic responses to inbreeding detected in joint analyses of several lines provide ample information about the development and dynamics of the depression, but not so much about its first genetic causes. According to population genetics studies, the most important source of inbreeding depression in many species is homozygosity for rare, deleterious and, at least partially, recessive genes [21]–[29]. Because they are rare, each of these deleterious genes is unlikely to be present in many families, and thus, those genes homozygous and originally causing depression in different inbred lines of a population are expected to be different [4]. These genes could build up a signal common to several inbred lines if they had cascade effects in progressively wider gene networks, which would eventually overlap between lines and result in a whole-experiment response. For example, the malfunctioning of a given gene pathway might be due to the defective regulation of any of the genes involved in the pathway and thus have different causes in different inbred lines, but trigger the same compensating transcription response across the genome. Similar large-scale changes in transcription would thus be observed in many different inbred lines [5]; [30]–[31]. Thus, it may be reasoned that, among the changes in expression associated with inbreeding depression, those observed in one single line are more likely to be related to the original causes of depression, whereas those common to many different lines would be unspecific responses to the overall depression conditions.

In this paper we present an analysis of the transcriptome of *Drosophila melanogaster* aimed at trying to find a set of candidate genes responsible for inbreeding depression. The approach consists of looking for changes in gene expression both associated with depression and line specific, and thus resulting from putative genetic alterations originally causing the depression. We found several gene expression changes fulfilling these conditions and being therefore candidates for transcription sources of inbreeding depression.

## Materials and Methods

### Experimental Design

The biological material used in this work is described in [19], where a detailed description of the experimental design and main analytical tools employed can be found. Briefly, the base population was founded in November 2006 from a large sample (>1000 females) collected in a wine cellar close to Vigo (Galicia, NW Spain). This population was maintained in 30 bottles with about 80 individuals per bottle with circular mixing of bottles each generation until the start of the experiment in July 2008 (Figure 1A). From this population we sampled four couples to found four inbred lines (*a*, *b*, *c*, *d*). Figure 1A illustrates the experimental procedure followed for each of the lines. From each initial couple, 55 inbred sublines were established and maintained for 8 generations of sib mating with the objective of fixing in different sublines the genetic variation segregating in the initial couple. Single pair mating was carried out until generation 4, but two males and two females were mated per vial thereafter, to avoid further subline losses. The final average inbreeding coefficient was about 0.7. At generation 8, the number of remaining sublines was 25, 31, 17 and 27 for lines *a*, *b*, *c* and *d*, respectively. Pupa productivity (total number of progeny produced per female after 14 days) was evaluated in three replicated vials per subline from generation 8. Pupa productivity was also evaluated simultaneously in 70 replicated vials of an outbred control obtained from the base population as illustrated in Figure 1A. Figure 1B shows the distribution of average productivities per female (across three replicates) for the 25 sublines of line *a* at generation 8.

**Figure 1:**
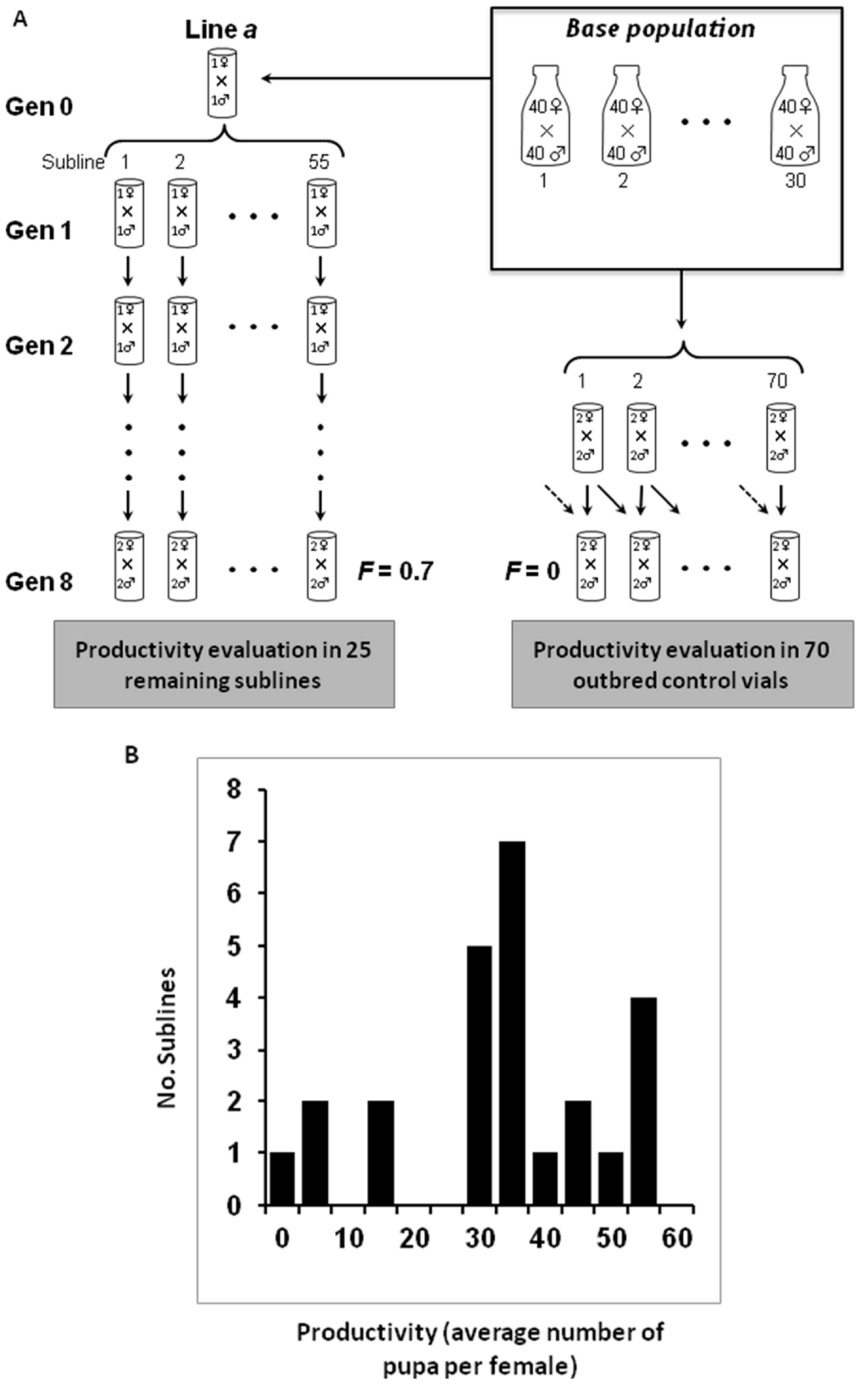
Experimental lines and sublines. (A) Schematic representation of the experimental design for one of the four inbred lines (line *a*) and for the outbred control. 55 inbred sublines were established and maintained by sib mating for eight generations. Pupa productivity was evaluated in the remaining sublines at generation 8. Pupa productivity was also simultaneously evaluated from 70 replicated vials of an outbred control. (B) Distribution of average productivities (number of pupa per female 14 days after mating across three replicated vials) for the 25 sublines of line *a* remaining at generation 8.

The average female productivity of the outbred control was *W_O_* = 101.97±2.39, whereas that for all inbred sublines was *W_I_* = 34.28±1.21. Thus, the overall inbreeding depression rate, obtained as (*W_O_*–*W_I_*)/(0.7 × *W_O_*), was about 1% per 1% increase in inbreeding. However, a substantial variation in inbreeding depression occurred among sublines of the same line (ranging from 0.64% to 1.4%). Figure 2 shows the inbreeding depression rates of each particular subline for all four lines.

**Figure 2:**
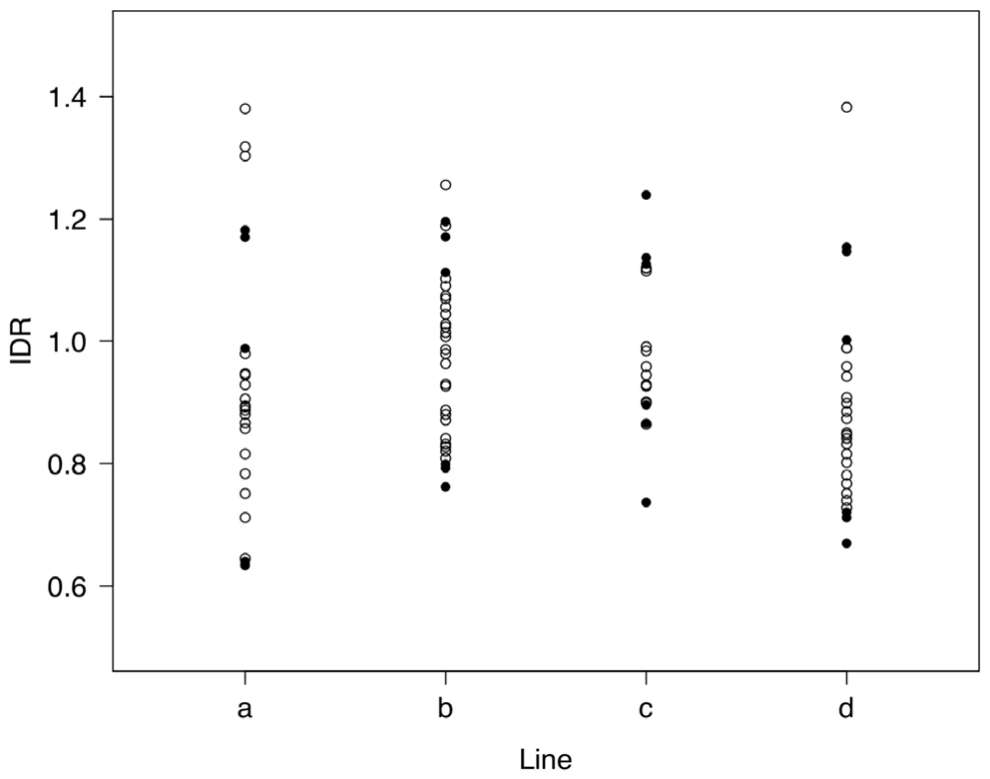
Inbreeding depression rate for productivity (IDR). IDR expressed in % per 1% increase in inbreeding coefficient for each of the sublines of the four inbred lines (*a*, *b*, *c*, *d*) at generation 8. The three sublines with the largest (provided enough individuals were available for analysis) and the lowest inbreeding depression in each inbred line chosen for expression analysis are shown with black symbols.

### Analysis of RNA Expression

The three sublines with the largest productivity (lowest inbreeding depression) and the three sublines with the lowest productivity–but with enough individuals to be further analysed–(highest inbreeding depression), were chosen from each inbred line (see Figure 2) for a gene expression analysis using the Affymetrix Drosophila Genechip Array 2.0. Three replicates of the outbred control were also randomly chosen for analysis. For each sample, pools of 30 males from each selected inbred subline and from the outbred controls were used for total RNA extraction and hybridization with the array as described in [19]. We only analysed gene expressions in males to avoid the source of additional experimental variance associated to post-mating gene expression changes in females [32], or to different stages of egg development in pregnant females [33]. The Robust Multichip Average (RMA) method [34] was used for background adjustment, quantile normalization, and probe-level summarization of the microarray samples. RMA expression summary was computed using Partek Genomics Suite v. 7.3.3 (Partek) and the Affy package in Bioconductor [35]. To exclude genes that were not accurately detected in the data analysis probe, we retained for data analysis only the 9133 genes having at least one present call within at least one of the samples. The total number of arrays analysed was thus 27, i.e. 3 sublines with the largest depression and 3 sublines with the lowest depression for each of 4 inbred lines, plus 3 samples from an outbred control. The average variance between sublines expressions within lines was 0.028 for the control samples, 0.044 for the least depressed sublines, and 0.086 for the most depressed sublines [19]. 

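Expression varied most among the most depressed sublines. The variance of log2 expression between the 3 sublines of a group, averaged over probe sets, was 0.117 ± 0.0306 (SD over 4 lines) for the most depressed sublines. For the least depressed sublines it was 0.0613 ± 0.0133 (SD over 4 lines), and between the 3 outbred control samples it was 0.0333. In every line the most depressed group had the higher variance: 0.123 against 0.0662 in line 5, 0.125 against 0.0571 in line 7, 0.0745 against 0.0453 in line 12 and 0.147 against 0.0765 in line 15. The lines carry here the numbers of the sample labels, which no sample label pairs with the letters a to d of the figures. The difference between the levels was 0.0562 (exact permutation test over 160000 assignments of level within lines, two-sided, p = 1.3e-04). Only the 3 control samples inform the control value, so its precision is limited.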

The microarray data reported in this paper is available in the Gene Expression Omnibus (GEO) database under the accession number GSE47176.

### Identification of Candidate Genes Responsible for Inbreeding Depression

The genetic alterations causing inbreeding depression are expected to occur in particular sublines of a single inbred line. Thus, our objective was to look for individual probe sets (genes) whose change in expression because of inbreeding was restricted to a given depression level (most depressed or least depressed) within a single line. Figure 3 illustrates the main idea behind this procedure. In this schematic representation, the three most depressed sublines of line *c* have a level of gene expression substantially lower than that from all other samples. We call these outliers from the same line and depression level *single line–level of depression* (SL-LD henceforth) *outliers*, which would be consistent with the existence of line-specific genetic alterations affecting both fitness and gene expression.

**Figure 3:**
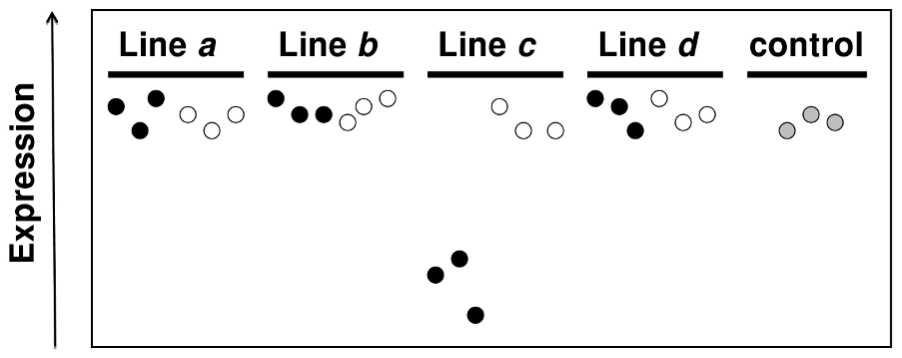
Schematic representation of the rationale behind the detection of *single line–level of depression* (SL-LD) *outliers*. The three most depressed sublines of line *c* are assumed to have a level of gene expression substantially lower than that from all other samples. This would be consistent with the existence of line-specific genetic alterations affecting both fitness and gene expression.

To identify probe sets with large changes in expression in particular sublines we used the statistic of the Grubb’s tests for outliers [36]. This (also called extreme studentized deviate test) is a general purpose test for the detection of outliers [37]. The tests were applied in a sequential way as follows. First, for those probes having one outlier (i.e. a subline showing a significant change in expression) among the 24 inbred sublines, we analysed the remaining sublines to find a second outlier, and so on. Then we looked for probe sets having outliers belonging to the same line (one of four inbred lines) and depression level (most depressed or least depressed sublines).

The number of SL-LD outliers detected was contrasted with the expected number at random using the Westfall and Young’s [38] randomization procedure (10000 replicates; outbred control samples were not randomized). This multiple testing procedure takes into account the non-independence of the probe set expressions in the microarrays by comparing the number of positive test results observed with that obtained by randomizing the identification codes of the experimental units (see [39]). Each randomization for line and depression level codes was simultaneously applied to all probe sets showing two outliers, so that the codes were randomized while conserving the correlation structure of the list. We calculated the significance of our results by counting the number of randomization replicates that resulted in as many SL-LD outliers as observed in each direction of outlier expression.

To obtain functional annotations for the found outlier probe sets we used the DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov/home.jsp; [40]). These programs can use lists of probe sets as input, and provide results in terms of the corresponding genes.

### Identification of Sequence Mismatches

A possible problem with gene-expression measurements using microarray data is the occurrence of sequence mismatches due to sequence heterogeneity among target DNA at many base pairs. We evaluated this possibility by sequencing transcripts at target sequences for a subset of candidate genes to see which samples contained SNPs within them. Synthesis of cDNA from total RNA extractions was performed using the SuperScript VILO cDNA Synthesis kit (Invitrogen, Carlsbad, CA, USA) following the conditions recommended by the manufacturer. PCR primers for the amplification of a genomic stretch encompassing the DNA sequence from which the Affymetrix oligonucleotide probes are selected were designed using the *D. melanogaster* sequence (Flybase release 3.1). Primers and conditions for PCR amplification are given in Table S1. After purification of PCR products with NucleoSpin-PCR Clean-up columns (Macherey*-*Nagel, Düren, Germany), each PCR product was cycle sequenced in both forward and reverse directions with the same primers used for amplification. Sequences were assembled with the Seqman 7.0 program (DNASTAR; Madison, WI, USA). DNA sequences were multiple aligned against the microarray oligonucleotide match probes using the Clustal X 2.0 program [41] and further edited with the Bioedit 7.1.3.0 program [42]. IUPAC ambiguity codes were used for polymorphic sites. A site was designed polymorphic when more than one peak was present in the electropherogram and the weakest signal reached at least 50% of the strength of the strongest signal. To minimize the inclusion of bad reads as polymorphisms, we added the restriction that double peaks had to occur on the same position on both forward and reverse strands. The DnaSp 5.0 [43] and MEGA 5.1 [44] programs were used to estimate genetic differences among samples and microarray oligonucleotide probes. Newly reported DNA sequences were deposited in the EMBL nucleotide sequence database under accession numbers HG004127–HG004162.

## Results

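Each of the 27 arrays held total RNA from a pool of 30 adult males, taken whole, of 1 subline or of the outbred control. Inbred sublines came from 4 lines after 8 generations of sib mating, and for each line 3 most depressed and 3 least depressed sublines were measured, with 3 control samples beside them. The arrays were Affymetrix Drosophila Genome 2.0, on which a probe set is a group of short oligonucleotides that report 1 transcript. The authors adjusted the background, quantile normalized the arrays and summarized the probe sets with RMA, so that every value is a log2 expression. The 183 control probe sets of the array maker were left out here, which leaves 18769. The present calls by which the paper kept 9133 probe sets are not given in the sources used here. The 9133 probe sets with the highest maximum over the arrays were therefore taken in their place, which kept every probe set with a maximum of at least 7.18. Outliers were searched in the table that covers the 24 inbred sublines alone, by a Grubbs test repeated for up to 3 steps. Each direction was tested apart, with a one-sided p at each step, because the paper's text does not name the side. For the comparisons between levels and with the control, limma was fitted to the table of all 27 arrays. The median of the array values ranged from 6.32 to 6.54 before the filter. Arrays have no read depth, and 3 sublines per group limit the precision of every mean.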

From the 9133 probe sets analysed we found very few having outlier expression in three sublines. For a level of significance of *α* = 0.05, only 9 probe sets had outlier over expression in three sublines, and 24 had outlier down expression in three sublines. 

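With the stepwise Grubbs test at α = 0.05, 32 probe sets had high outliers in 3 sublines and 35 had low outliers in 3 sublines. GstE3, a glutathione S-transferase of detoxification, was low in replicates 2 and 3 of the least depressed sublines of line 5, at 8.51 and 9.11 against 10.85 ± 0.43 (SD) over the other 22 sublines. Nmda1 was low in replicates 1 and 2 of the most depressed sublines of line 7, at 10.20 and 10.29 against 10.89 ± 0.13. Among the high outliers, Cyp6a23, a cytochrome P450, reached 10.79 and 10.39 in replicates 3 and 1 of the least depressed sublines of line 15, against 8.32 ± 0.47. Spn28Dc, a serpin that restrains melanization, reached 8.85 and 8.65 in replicates 1 and 2 of the most depressed sublines of line 5, against 7.58 ± 0.27. In each of these 4 genes the third outlier lay in another group. The 4 genes were singled out after their values were seen, and the counts carry no test.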

In none of them the three outliers corresponded to the same line and depression level (i.e. they were not SL-DL outliers). 

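None of these probe sets had its 3 outliers in 1 line and 1 depression level, at a Grubbs p of 0.05 at each step. Among the probe sets with low outliers, 32 of 35 had 2 of the 3 sublines in the same line and level, and in 27 all 3 sublines belonged to 1 line. Eato, which encodes an ABC transporter, and CG31810 had their first and second outliers in replicates 3 and 1 of the most depressed sublines of line 12, with values of 7.78 and 7.99 for Eato and of 5.66 and 6.58 for CG31810. The remaining most depressed subline stood at 8.46 for Eato, whose mean over the other 22 sublines was 8.45, and at 8.52 for CG31810, whose mean was 8.99 ± 0.71 (SD). The probe sets with high outliers were spread more widely, with 14 of 32 having 2 of the 3 sublines in 1 group and 11 having all 3 in 1 line. In 4 of the 35 and in 8 of the 32 all 3 outliers were most depressed sublines. Both genes were named after their values were seen.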

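At α = 0.1, Desat2 and mRpS11 had all 3 outliers in 1 group, and both were higher there. Desat2, a desaturase of cuticular hydrocarbon synthesis, had values of 10.65, 10.22 and 9.55 in the 3 least depressed sublines of line 12, against a mean of 5.25 over the other 21 sublines. Its Grubbs p was 0.0751, 0.0206 and 0.0031 over the 3 steps. mRpS11, a protein of the mitochondrial ribosome, had values of 9.10, 9.02 and 8.95 in the 3 least depressed sublines of line 5, against a mean of 8.70, with a Grubbs p of 0.0407, 0.0621 and 0.0887. In all, 75 probe sets had 3 high outliers at this level and 71 had 3 low outliers.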

Only one probe set fulfilled this condition when the *α* level was set to 0.1. Thus, next we looked for probe sets in which the two most extreme expressions in each direction were SL-DL outliers according to decreasing *α* values in the Grubb’s test. The results of this search are given in Figure 4; more detailed information is given in Table S2. The SL-DL outliers showing over-expression (up-regulated) were not significantly different from those expected at random for any value of *α*. However, there was a clear excess of SL-DL outliers in the sublines showing under expression (down-regulated). 

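At α = 0.05, 13 of 106 probe sets with at least 2 high outliers had them in sublines of the same line and depression level, and 9.15 were expected (p = 0.127 over 10000 permutations of the codes, one-sided). Of the 13, 6 were in most depressed sublines. PGRP-LB, an amidase that cleaves bacterial peptidoglycan, stood at 8.85 and 8.60 in replicates 1 and 2 of the most depressed sublines of line 5, against 7.76 ± 0.23 (SD) over the other 22. NKCC, a cotransporter of sodium, potassium and chloride, stood at 9.29 and 9.16 in replicates 2 and 3 of the most depressed sublines of line 15, against 8.64 ± 0.16. Alms1a, a centrosomal protein, stood at 8.79 and 8.62 in replicates 1 and 2 of the least depressed sublines of line 7, against 8.02 ± 0.14. CG33462 stood at 8.00 and 7.05 in replicates 3 and 1 of the least depressed sublines of line 15, against 3.91 ± 0.38. The filter kept probe sets by their highest value, and CG33462 passed it only through the 8.00. These genes were named after their values were seen. The observed number was below the expected one, at 2, when only the 4566 brightest probe sets were kept or when values were centred on the line means. With a filter on the mean value it was 6, against 4.47 expected.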

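Low outliers were shared by sublines of the same line and level in 34 of the 121 probe sets with at least 2 low outliers at α = 0.05, where 10.4 were expected (p = 4e-04 over 10000 permutations of the 24 codes, one-sided). The 34 were spread over 7 of the 8 groups. There were 8 in the most depressed sublines of line 7, 6 in those of line 12, 4 in those of line 5 and 2 in those of line 15. In the least depressed sublines there were 8 in line 5, 4 in line 15, 2 in line 12 and 0 in line 7. Among the latter, NimB2, a member of the Nimrod family of blood cell proteins, had values of 9.69 and 9.86 in replicates 1 and 3 of line 5, against 10.59 ± 0.22 (SD) over the other 22 sublines. Tsp42A, a tetraspanin, had 5.80 and 6.43 in replicates 1 and 2 of line 15, against 7.51 ± 0.28, and CG32278 had 5.36 and 5.53 in replicates 2 and 1, against 8.82 ± 0.48. These 3 genes were picked after their values were seen. Centring on the line means left 7 (p = 0.231 over permutations), and permuting the level only within lines, which keeps the lines of the sublines, gave an expected number of 31.1 (p = 0.344). Without the 3 arrays that held eggshell transcripts 20 were observed (p = 0.0325 over permutations), and without these and 2 more that held yolk and oocyte transcripts 9 against 8.52 expected (p = 0.427 over permutations), both alternatives chosen after seeing the data. Some of these arrays are themselves members of the outlier pairs, which then could not be counted.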

The most depressed sublines were the source of this excess. 

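Of the 34 probe sets with low outliers in 1 group, 20 were in most depressed sublines, where 5.21 were expected (p = 0.0018 over permutations of the codes, one-sided), and 14 were in least depressed sublines. The paper sets the number in most depressed sublines against the whole expected number, which was 10.4 here. That is a stricter mark than 5.21. Permuting the codes gives both levels equal expected numbers, so the 14 also lie above their share. The number in least depressed sublines was not tested on its own. Low outliers of any kind also lay mostly in the most depressed sublines, with 699 of 1001. A single array, replicate 3 of the most depressed sublines of line 7, held 239 of them, where the median array held 23. Eggshell transcripts were present in 3 arrays of most depressed sublines. The median of 19 egg and yolk genes, relative to the median of the other 24 arrays, was 3.74 in replicate 2 of line 7, 2.28 in replicate 3 of line 5 and 1.24 in replicate 2 of line 15, all in log2. In the other 24 arrays it ranged from -0.69 to 0.23. Yp1, a yolk protein, reached 12.12, 12.01 and 11.78 in these arrays, against a median of 5.09 in the others. The median of 52 testis genes differed by -0.21, 0.08 and -0.05. These arrays were among the outlier pairs of clusters 1, 3 and 4. Replicate 2 of the least depressed sublines of line 5 and replicate 1 of those of line 15 held yolk and oocyte transcripts, with 10.75 and 12.15 for Yp1, while 1 of 12 eggshell genes in each, Vm26Aa, was over 1 higher and their mean was 0.28 and 0.22. The 3 yolk protein genes were also higher, by a mean of 3.64 in replicate 3 of the outbred control, 3.30 in replicate 1 of the most depressed sublines of line 12 and 1.97 in replicate 2 of those of line 5. Without the 3 arrays, and so without the pairs they belong to, 5 probe sets were counted in the most depressed sublines against 3.10 expected (p = 0.243 over permutations), an alternative chosen after seeing the data. Centred on the line means there were 6 (p = 0.0741 over permutations), and with the level permuted within lines 15.6 were expected (p = 0.213).

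**Figure D1:**
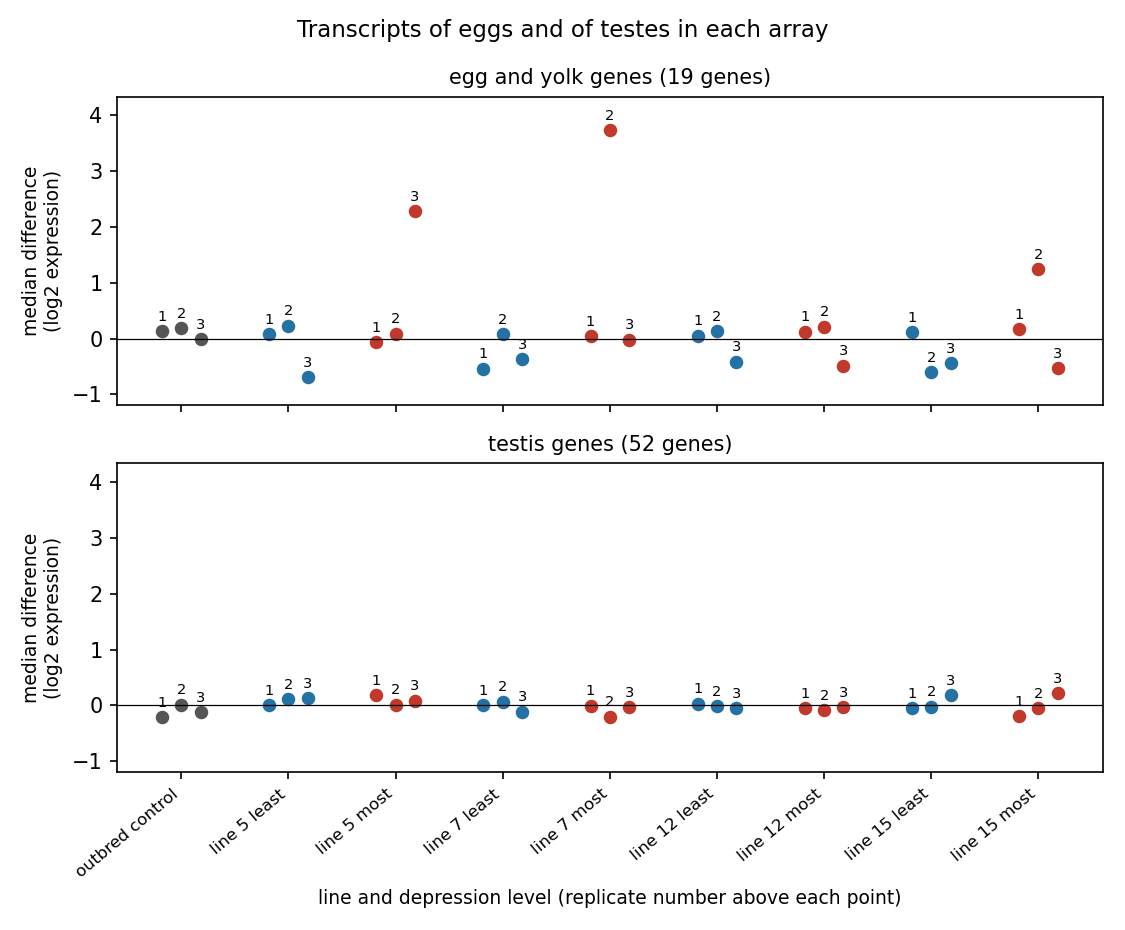
Median difference of 19 egg and yolk genes (upper panel) and of 52 testis genes (lower panel) in each array from the median of the other 24 arrays, in log2 expression. Each point is 1 array, numbered by its replicate, in grey for the outbred control, blue for least depressed and red for most depressed sublines. In the upper panel 3 arrays of most depressed sublines stand at 3.74, 2.28 and 1.24, and the testis genes of the same arrays stand at -0.21, 0.08 and -0.05.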

We thus focused on these probe sets showing down-regulated SL-DL outliers in the most depressed sublines for further analysis. In particular, we took the 14 probe sets detected using *α* = 0.05 in the Grubb’s test. 

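All 14 genes of Table 2 were among the 20 probe sets with low outliers in most depressed sublines at α = 0.05. The other 6 were a probe set without a gene name in line 5, another such probe set and Nmda1 in line 7, and CG14891, CG31810 and Eato in line 12. Every one of the 14 was lower in the most than in the least depressed sublines of its own line. With limma over all genes, CG31169 in line 12 (log2 change -0.68, standard error 0.16, adjusted p = 0.0198) and CG7035 in line 5 (-0.85, standard error 0.21, adjusted p = 0.0332) passed an adjusted p of 0.05. CG31169, now named Gpdh3, is a glycerol-3-phosphate dehydrogenase, and CG7035, or Cbp80, binds the cap of messenger RNA. The log2 changes of the other 12 ranged from -2.19 for CG11598 to -0.29 for CG34015, with 13 of the 14 past the threshold when adjusted over the list alone. These errors and p rest on a spread shared by all groups. CG11598 had an SD of 1.78 in the most and of 0.28 in the least depressed sublines of its line, with a standard error of 0.51. The shared spread thus understates how much the outlier groups vary. The study chose the 14 on these samples, so neither count is independent evidence of their direction. With values centred on the line means 3 of the 14 were among the outlier pairs, and with the 4566 brightest probe sets 8 were. Omission of 1 array at a time left from 8 to 14 of them. Omission of the 3 arrays with eggshell transcripts, chosen after seeing the data, left 2. An omitted array takes its own pairs with it.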

We identify them henceforth by their corresponding gene code.

**Figure 4:**
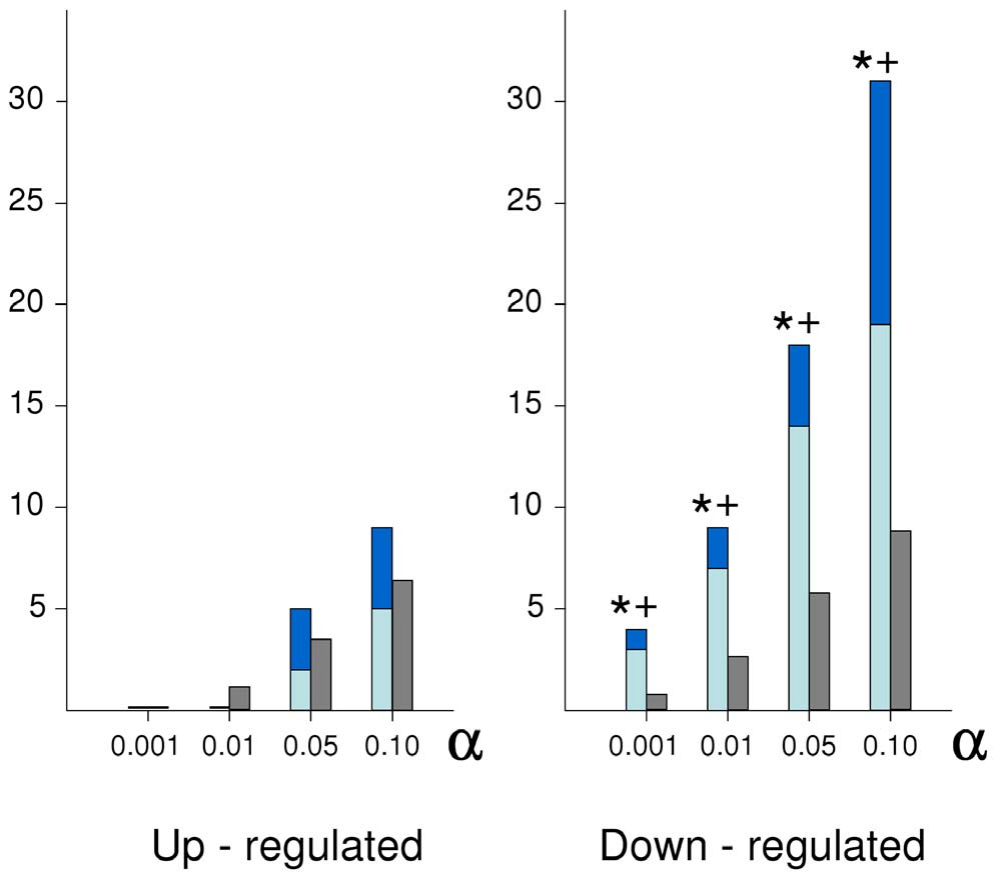
Analysis of probe sets having two outlier sublines in the same direction. We show the observed numbers of SL-LD outliers (dark and light blue, least and most depressed sublines, respectively), and the corresponding expected numbers (grey) after randomizing the line and depression level of the probe sets showing two up-regulated and two down-regulated outliers, respectively. Results are shown for decreasing *α* (probability of significance) values in the Grubb’s test to detect extreme expressions restricted to two sublines. The expected SL-LD numbers are not separated into least and most depressed sublines because their expected frequencies are equal after the randomization of line and depression level codes. *, *P*<0.05 in a randomization test (*n* = 10000) comparing observed and expected numbers; ^+^, *P*<0.05 in tests comparing the whole expected number in each class with that observed in the most depressed sublines only.

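Over the 27 samples, the 14 genes fell into the same 4 groups when clustered by absolute correlation with complete linkage. CG3610, CG3121, CG11598, CG5509, CG32396 and CG11414, whose low outliers were sublines of line 7, formed the first and joined in 85.3% of 1000 bootstrap draws of the samples. CG31169, CG8379 and dispatched, low in line 12, formed the second in 79.2% of the draws. CG34015 and CG31709, low in line 15, were together in 47.4%, and CG30151, CG7035 and CG18404, low in line 5, in 44.0%. The outlier sublines carried the groups. After each gene's own outlier sublines were removed, 1 of the 4 groups held the same genes, and without replicate 3 of the most depressed sublines of line 5, 2 did. Without the 3 arrays that held eggshell transcripts, an alternative chosen after seeing the data, 2 did. The bootstrap was an ordinary one over samples, and its percentages are not the p-values of Fig. 5.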

A cluster dendrogram of the 14 genes showing a signature of depression-causing changes in expression identified four groups (Figure 5), which corresponded to the lines in which the outliers were found (clusters 1–4 with 6, 3, 2 and 3 genes found in lines *b*, *c*, *d* and *a*, respectively). Figure 6 shows the expression results of the 14 genes. For the six genes in cluster 1 the two outlier sublines of line *b* were always the same and appeared in the same order (see sublines numbered 1 and 2 and identified by triangles in Fig. 6). This is consistent with a common regulation for the six genes. 

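The 6 genes of cluster 1 had their lowest value in replicate 3 and their second lowest in replicate 2 of the most depressed sublines of line 7. CG11414, which has zinc finger domains, stood at 4.70 and 7.95 in these sublines, against 8.93 ± 0.22 (SD, n = 3) in the least depressed sublines of the line. CG11598, a lipase, stood at 6.62 and 8.85 against 10.73 ± 0.28, and CG5509 at 5.82 and 7.88 against 8.75 ± 0.17. CG32396, the beta tubulin betaTub65B, had 6.56 and 7.92 against 8.62 ± 0.09. The gaps were smaller for CG3610, with 8.12 and 8.50 against 9.07 ± 0.13, and for CG3121, the radial spoke protein Rsph4a, with 8.12 and 8.37 against 8.73 ± 0.15. The remaining most depressed subline, replicate 1, had values from 8.49 to 10.14 in the 6 genes. Over the 18 sublines of the other lines CG11414 averaged 9.05 ± 0.25 and CG3121 8.87 ± 0.13. All pairs passed both Grubbs steps, with a p at the second step of 0.0152 for CG5509 and 5.6e-04 for CG11414. Replicate 2 is the array with the highest median of the 19 egg and yolk genes (3.74), and in replicate 3 that median was -0.02, although the 3 yolk protein genes had a median of 1.10 there.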

Table 1 shows the pairwise linear correlations between the expressions of these 6 genes before (*r*, above diagonal) and after (*r* ´, below diagonal) removing the two outlier sublines with extreme differential expression. The average correlation was *r* = 0.881 considering all sublines and *r* ´ = 0.468 after removal of the two outlier sublines. Thus, the correlation was not generated only by the two outliers, providing additional evidence for common regulation among at least 5 of the 6 genes (note that *r* ´ tended to be low and not significant for CG11414).

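Expression of the 6 genes was correlated across the 27 samples and, less strongly, without the 2 outlier sublines. The mean Pearson r over the 15 pairs was 0.881 with all samples (p = 1e-04 by permutation, the smallest possible) and 0.561 in the remaining 25 samples (p = 1e-04 by permutation, again the smallest possible). The genes were chosen for low outliers, which fell in the same 2 sublines, and were grouped on these samples. The values with all samples are therefore not independent evidence of common regulation, and the grouping also used the 25 samples left. The permutation took no account of line or group and tests only against no correlation. With line and level in the model, the correlation estimated within 15 lists of genes ranged from 0.055 for lipid metabolism to 0.75 for oxidative phosphorylation. It was 0.54 for testis genes, so a mean r above 0 does not set the cluster apart. Mean Spearman rho was 0.591 and 0.485. Over all samples r ranged from 0.767 to 0.943, and each of the 15 pairs passed the Benjamini-Hochberg correction over the 15. With the outlier sublines removed, r ranged from 0.344 to 0.799, 14 pairs passed by r and 9 by rho. CG32396 (betaTub65B) had the highest mean r over its 5 pairs, 0.904 with all samples, and CG3121 (Rsph4a) the lowest, 0.836. Without the outlier sublines CG3610 had the highest mean r, 0.622.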

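By Pearson r, CG11414 was the gene of cluster 1 least correlated with the others once the outlier sublines were removed. Its mean r over 5 pairs was then 0.445, where the 10 pairs among the other 5 genes averaged 0.619. Its r was 0.565 with CG32396 (adjusted p = 0.0058 by permutation, rho 0.696), 0.450 with CG5509 (adjusted p = 0.0284, rho 0.439) and 0.442 with CG3610 (adjusted p = 0.0284, rho 0.384), all over 25 samples. With CG3121, r was 0.424 (adjusted p = 0.0367, rho 0.385). Only the pair with the lipase CG11598 failed the correction, with r = 0.344 (adjusted p = 0.0917, rho 0.305). By rho, 2 of its 5 pairs passed, those with CG32396 and CG5509, and CG11598 passed in 1 pair of 5, with CG32396 (rho 0.466, adjusted p = 0.0366). All 10 pairs among CG3610, CG3121, CG11598, CG5509 and CG32396 passed by r, with r from 0.498 upwards. Among the 22 inbred sublines left in the same calculation without the control samples, the mean r of the cluster was 0.466.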

**Figure 5:**
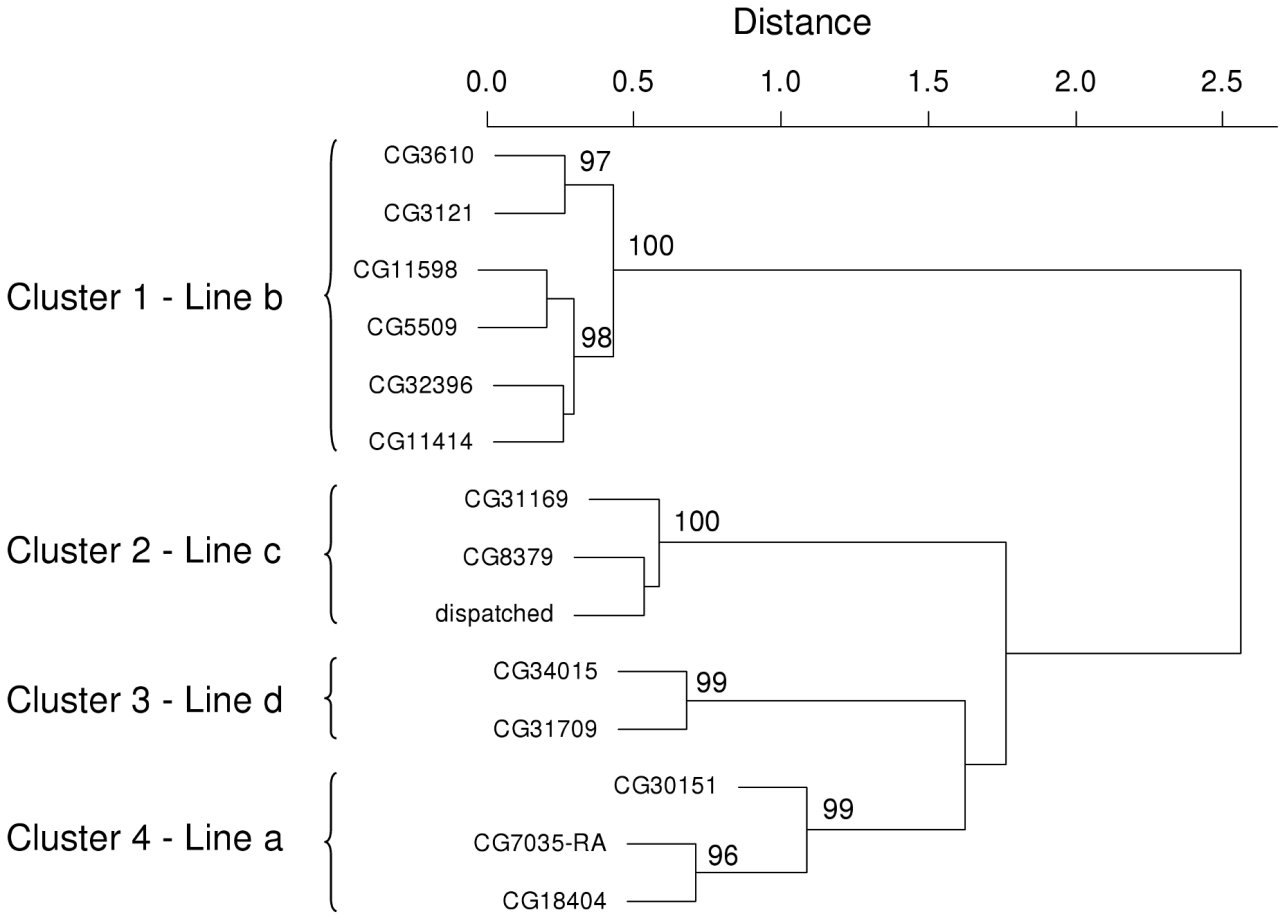
Hierarchical clustering of the 14 genes candidates to be sources of inbreeding depression. R [55] hclust function using “complete distance” as clustering method and absolute correlations as distance measure. The numbers in cluster splits are “approximately unbiased *p*-values” calculated by multiscale bootstrap resampling (1000 replications) using the pvclust function from the pvclust R package [56]. Only *p*-values higher than 95% are shown.

**Figure 6:**
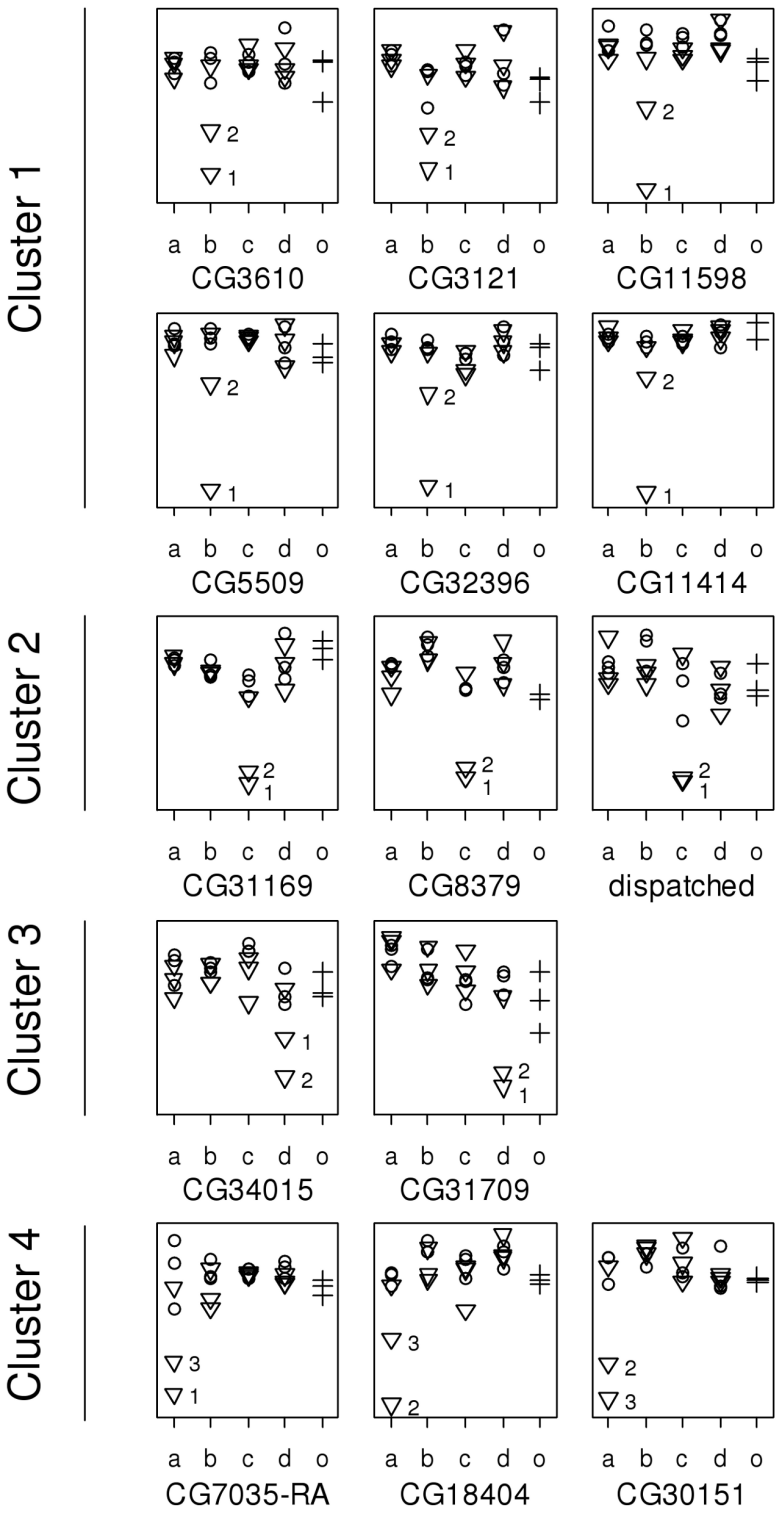
Expression results for the 14 candidate genes in the four inbred lines (*a*, *b*, *c*, and *d*) and outbred controls (*o*). Triangles, circles and plus signs represent the most depressed, least depressed and control samples, respectively. The outlier sublines’ identity is shown besides their symbol.

**Table 1:** Correlation between the expressions of the 6 genes of cluster 1.

	CG3610	CG3121	CG11598	CG5509	CG32396	CG11414
CG3610	–	**0.921**	**0.872**	**0.901**	**0.886**	**0.842**
CG3121	**0.770**	–	**0.815**	**0.846**	**0.832**	**0.769**
CG11598	**0.445**	0.418	–	**0.906**	**0.935**	**0.891**
CG5509	**0.690**	**0.661**	0.432	–	**0.923**	**0.933**
CG32396	**0.565**	**0.548**	**0.616**	0.409	–	**0.943**
CG11414	0.313	0.297	0.164	0.226	**0.462**	–

Above diagonal (*r*): calculated with all 27 samples; below diagonal (*ŕ*): calculated with 25 samples (two outlier sublines removed from the calculations). In bold, significant values (*t* test, 23 d.f., *P*>0.05) after the Benjamini and Hochberg’s [57] multitesting correction as applied by the p.adjust R function.

Common regulation was less obvious in the remaining clusters. For cluster 2 there was complete coincidence in both subline and order for the outliers (Fig. 6), but the average *r* ´ was only 0.088. 

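CG31169, CG8379 and dispatched had their outliers in replicates 2 and 3 of the most depressed sublines of line 12. CG31169, a glycerol-3-phosphate dehydrogenase, stood at 9.02 and 9.08 there, against 10.01 ± 0.14 (SD, n = 3) in the least depressed sublines of the line and 10.36 ± 0.09 in the 3 control samples. CG8379 stood at 7.85 and 7.84 against 8.50 ± 0.04. dispatched, which releases the Hedgehog protein from the cells that make it, stood at 6.15 and 6.14 against 6.94 ± 0.24. Over the 27 samples the mean r of the 3 pairs was 0.743, and each pair passed the correction over 3 pairs. It was 0.0556 in the 25 samples without the outlier sublines (p = 0.647 by permutation), so the relation rests on these 2 sublines. The mean rho over all samples was 0.212 (p = 0.0611 by permutation), and no pair passed by rho. In the array values that cover all samples the order within the pair was reversed for CG8379 and dispatched.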

For cluster 3, the outlier sublines coincided but their order changed and *r* ´ was 0.061. 

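CG34015 and CG31709 were lowest in replicates 2 and 3 of the most depressed sublines of line 15, in opposite order. CG34015, a protein of the histidine triad family, stood at 7.58 and 7.33 in replicates 2 and 3, against 7.88 ± 0.10 (SD, n = 3) in the least depressed sublines of the line. CG31709 stood at 9.67 and 9.79 in the same sublines, against 10.63 ± 0.09. The remaining most depressed subline had 7.86 and 10.43. The r of the pair was 0.623 over 27 samples (p = 0.0013 by permutation) with a rho of 0.274 (p = 0.167 by permutation). It was 0.162 over the 25 samples without these sublines (p = 0.439 by permutation, rho 0.0854), so the relation rests on them. From the table of the inbred sublines alone the reduced r was -0.0529. Replicate 2 of these sublines is 1 of the arrays with eggshell transcripts.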

For cluster 4, two genes shared their outlier sublines, but in reverse order, and the third gene had one of its outliers in a subline which was not outlier for the other two genes. 

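CG30151, CG7035 and CG18404 were lowest in most depressed sublines of line 5. CG30151 had 5.47 in replicate 3 and 6.10 in replicate 2, against 7.57 ± 0.21 (SD, n = 3) in the least depressed sublines of the line. CG18404 had 8.08 and 6.40 in the same replicates, against 10.15 ± 0.18. CG7035, the cap binding protein Cbp80, had its lowest value, 5.90, in replicate 1 and 6.22 in replicate 3, against 7.25 ± 0.39. The third subline stood at 7.61 for CG30151, 7.08 for CG7035 and 10.04 for CG18404. Replicate 3, low in all 3 genes, is the array with the second highest median of the 19 egg and yolk genes, and it held 331 of the 843 high outliers of all arrays.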

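Correlations among CG30151, CG7035 and CG18404 were weaker by Pearson r than in the other clusters. The mean r of the 3 pairs was 0.456 over 27 samples (p = 0.0027 by permutation), with a mean rho of 0.229. Of these, CG30151 with CG18404 passed the correction over 3 pairs (r = 0.664, adjusted p = 0.0154 by permutation, rho 0.0965). CG30151 with CG7035 had r = 0.408 (adjusted p = 0.0833, rho 0.340) and CG7035 with CG18404 r = 0.297 (adjusted p = 0.115, rho 0.250), both by permutation. Over the 24 samples without the 3 outlier sublines the mean r was -0.0317 (p = 0.792 by permutation) and the mean rho 0.0496. The 3 pairs then had an r from -0.280 to 0.153, so the relation rests on these sublines. Within groups, with group means subtracted, the mean r over 27 samples was -0.152 (p = 0.172 by permutation).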

The average value of *r* ´ for this cluster was 0.010 (we removed three sublines instead of two to calculate *r* ´ here, as the outliers were in three sublines for this cluster).

The ontology information for the 14 genes can be seen in Table 2. The DAVID analysis could not find any functionally related genes for any of them (no gene passed the DAVID’s default threshold of 0.25 for the kappa statistic measuring the degree of sharing of annotation terms between genes). 

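CG3121 and CG32396, a radial spoke protein of the axoneme and a beta tubulin, both belong to the microtubule machinery. In the most depressed sublines of line 7 their mean log2 change from the least depressed ones was -0.32 (standard error 0.14) and -0.96 (standard error 0.28), with an adjusted p from limma of 0.474 and 0.198. The list of axoneme and cilia genes, 11 of them tested, names CG3121 and CG32396 as well, so its values are not separate from theirs. None of the 11 passed the test in this line by limma, and 1 was lower when adjusted over the list alone. Their median log2 change was -0.24 (adjusted p = 0.218 by fry). Across the 4 lines nompB, a transport protein of cilia, was the 1 member of the list that changed with depression level (log2 change -0.33, standard error 0.06, adjusted p = 9.3e-04 by limma). With the set of sample codes in the model its change was -0.33 with a standard error of 0.09, and it did not pass (adjusted p = 0.0569). Of 43 testis genes, among them proteins of the sperm tail, none passed in line 7 and their median was -0.08 (adjusted p = 0.560 by fry). Over all probe sets, 863 had an unadjusted p under 0.05 in this line and 1 passed. This gene, salm, is a zinc finger regulator of development, with a log2 change of -0.95 (standard error 0.12).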

No general patterns were found, although microtubule cytoskeleton terms appeared in two genes of cluster 1.

**Table 2:** GO ontology for the 14 genes showing a signature of expression changes generating inbreeding depression.

CLUSTER	AFFYID	GENE ID (CYTOLOGICAL POSITION)	CH		CATEGORY	GO TERM
1	1632745_at	CG3610 (88D5–88D5)	3R	–		
	1633263_at	CG3121(60B3–60B3)	2R	GOTERM_BP GOTERM_CC GOTERM_MF INTERPRO		microtubule-based process, cytoskeleton, microtubule associated complex, microtubule binding, cytoskeletal protein binding, tubulin binding, radial spokehead-like protein
	1627716_at	CG11598 (87C3–87C3)	3R	GOTERM_MF INTERPRO		carboxylesterase activity, triacylglycerol lipase activity, lipase activity, Alpha/beta hydrolase fold-1, AB-hydrolase associated lipase region
	1632716_at	CG5509 (87B11–87B11)	3R	**–**		
	1628979_at	Probable tubulin beta chain CG32396 (65B4–65B4)	3L	GOTERM_BP GOTERM_CC GOTERM_MF INTERPRO		protein complex assembly, microtubule-based process, cytoskeleton, microtubule, microtubule cytoskeleton, nucleotide binding, GTPase activity, structural molecule activity, tubulin, beta tubulin, tubulin/FtsZ, GTPase domain
	1631406_at	CG11414 (60D5–60D5)	2R	GOTERM_MF INTERPRO		zinc ion binding, ion binding, cation binding, zinc finger, RING-type, zinc finger, C2H2-type
**2**	1636918_a_at	CG31169 (94A6–94A11)	3R	GOTERM_BP GOTERM_CC GOTERM_MF INTERPRO		glycerol metabolic process, glycerol–3-phosphate metabolic process, glycerol–3-phosphate dehydrogenase complex, nucleotide binding, DNA binding, BESS motif, NAD-dependent glycerol–3-phosphate dehydrogenase
	1633784_at	CG8379 (85B2–85B2)	3R	INTERPRO		region of unknown function DUF1741
	1635021_at	dispatched CG2019 (83C5–83C5)	3R	GOTERM_BP GOTERM_CC INTERPRO		exocytosis, cell motion, cell surface receptor linked signal transduction, integral to membrane, intrinsic to membrane, sterol-sensing 5TM box
**3**	1632373_s_at	CG34015 (14C6–14C6)	X	INTERPRO		histidine triad (HIT) protein, histidine triad motif
	1640759_at	CG31709 (30B12–30B12)	2L	**–**		
**4**	1634789_at	CG30151 (57A4–57A4)	2R	**–**		
	1636071_a_at	cap binding protein 80 CG7035-RA (4C11–4C11)	X	GOTERM_BP GOTERM_CC GOTERM_MF		RNA splicing, via transesterification reactions, nuclear mRNA splicing, via spliceosome, nuclear cap binding complex, RNA cap binding complex, RNA cap binding, RNA binding
	1627895_at	CG18404 (99E3–99E3)	3R	**–**		

They are shown in the same order as in the dendrogram of Fig 5. No ontological information was found for five of the genes.

In order to evaluate the impact of SNPs on probe hybridization, we looked at match probes within the Affymetrix Drosophila Genome 2.0 array and compared them against the cDNA sequences from transcripts to see which samples contained SNPs within them. For this analysis, two outbred controls and a subset of inbred sublines were sequenced for seven candidate genes. These included the six genes of cluster 1 and one gene of cluster 3 (Table 3). For the former, the most depressed sublines analysed were those showing a significant change in expression (sublines 1 and 2 of line *b* in cluster 1; see Fig. 6). For gene CG34015 of cluster 3, the most depressed subline was subline 2 of line *d*, that showing the largest change in expression for this gene (see Fig. 6). For all genes, two of the least depressed sublines analysed corresponded to line *b* and one to line *d*.

**Table 3:** Distribution of sequence mismatches to array probe sets.

Gene/Sample	No. samples	Polym.*	Polym. **	Fixed differences
**CG3610**				
+D	2	0	0	0
−D	2	0	0	0
Controls	2	0	0	0
All	6	0	0	0
**CG3121**				
+D	2	4(1)	0	0
−D	2	0	0	0
Controls	2	4(1)	0	0
All	6	4(1)	0	0
**CG11598**				
+D	1	0	0	1
−D	2	3(2)	1	0
Controls	2	0	0	0
All	5	3(2)	1	0
**CG5509**				
+D	0	–	–	–
−D	2	0	0	0
Controls	2	0	0	0
All	4	0	0	0
**CG32396**				
+D	2	1	1	0
−D	2	0	0	0
Controls	2	0	0	0
All	6	1	1	0
**CG11414**				
+D	1	0	0	1
−D	2	0	0	1
Controls	2	0	0	2(1)
All	5	1(1)	1(1)	1
**CG34015**				
+D	1	0	0	0
−D	1	0	0	0
Controls	2	0	0	0
All	4	0	0	0

The first column shows the gene and sample analyzed (+D: most depressed; −D: least depressed, All: +D, −D and controls). The next four columns indicate the number of samples, sites that are polymorphic using a relaxed criterion* (SNPs supported by one sequenced strand), sites that are polymorphic using a strict criterion** (SNPs supported by the two sequenced strands), and the number of fixed nucleotide differences to each microarray probe set. The number of non-synonymous changes out of the total is indicated in parenthesis.

Table 3 shows the number of polymorphic sites per gene and sample, and the number of fixed differences to each Affymetrix oligonucleotide probe set. Sequence variation in the cDNA fragment encompassing the array oligonucleotide probes was almost negligible. Only 3 SNPs resulting in mismatches with array probes were detected for the total of seven candidate genes. Therefore, mismatches occurred in only one of the 14 probes representing a gene transcript in the array. This pattern did not change substantially even when including in the analysis doubtful SNPs supported by just one (but not two) of the sequenced strands (Table 3). The results above allow us to reject the hypothesis that sequence mismatches could produce misleading gene expression measurements in our data, a result predicted *a priori* given the low levels of genome-wide variation expected in highly inbred lines as those used here. This is further supported by several lines of evidence. First, Affymetrix expression values are calculated as the difference of hybridization signals between a “match” probe and a “mismatch” probe differing by one single nucleotide. If the sample contains one SNP leading to a single mismatch with the match probe, then two mismatches should occur with the corresponding mismatch probe. Thus, the match-mismatch difference should still reveal an expression signal higher than background noise. Further, the expression level of a gene is calculated by taking a robust average (Tukey biweight) of the signals from all probes included in a probe set, thus minimizing the effect of sequence divergence at a single probe.

The newly generated sequence data were also used to evaluate the occurrence of line-specific DNA differences that could be putatively related to the original causes of depression. However, DNA sequence data indicated a lack of differences between the most and least depressed samples, and that inbred samples were very similar to outbred controls (Table S3). Indeed, only three of the seven surveyed genes displayed nucleotide variation in our samples for the assayed DNA fragments. No more than one or two SNPs were detected per gene and, although they were mostly strain-exclusive, no fixed nucleotide differences were observed between the most and least depressed sublines. The comparison between inbred and control samples revealed one and two fixed differences for genes CG11414 and CG34015 respectively (Appendix Table A3). Interestingly, the fixed difference at CG11414 corresponds to a nonsynonymous change of the amino acid alanine by threonine at position 2763 of the GenBank reference sequence NM138088, perhaps as a functional response to overall inbreeding depression. In summary, no evidence of line-specific DNA differences was found, likely as a result of DNA changes responsible for inbreeding depression being located on regulatory sequences rather than on coding regions.

## Discussion

We have identified fourteen transcripts showing the patterns of variation predicted for the causes of inbreeding depression by population genetics models. These fourteen changes in expression are consistent, first, with genetic differences rare or at least at moderately low frequencies in the base population, because they were detected only in one line of the experiment; and second, with deleterious effects, because the excess of coincidences in line and depression level was generated by the most depressed sublines. 

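Each of the 14 genes had its low outliers in most depressed sublines of 1 line, and in that line all 14 were lower than in the least depressed sublines. Between inbred sublines as a whole and the outbred control, CG31169 was lower (log2 change -0.30, standard error 0.12, adjusted p = 0.0476 by limma) and the other 13 did not pass, with changes from -0.31 to 0.44. Averaged over the 4 lines, no gene of the 14 passed between most and least depressed sublines, the lowest adjusted p being 0.0684 for CG34015. None of the 14 passed the test of a difference in level effect between lines, the lowest adjusted p being 0.603 for CG31709. Over all genes that test called 1 probe set, CG5062, with a log2 change of -1.20 in line 12 and of -0.02, -0.25 and 0.28 in lines 5, 7 and 15. Its adjusted p was 0.0228 by limma, and 608 probe sets had an unadjusted p under 0.05. From outliers seen in 1 line of the experiment and from their excess in most depressed sublines, the paper finds the changes compatible with genetic differences that are rare, or at least of moderately low frequency, in the base population and with deleterious effects.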

To be detected in this experiment, genetic effects had to fulfil two additional requirements. First, they had to be large, so that the sublines carrying them had a high probability of being among the most depressed ones. Second, they had to cause substantial changes in transcription levels, so as to be detected in an experimental setting with limited statistical power.

The presence of large, deleterious genetic effects on the fitness of *Drosophila melanogaster* populations is not unexpected. Mutation-accumulation experiments have shown that deleterious mutations of moderately large effect and partially recessive gene action occur frequently [27]–[29]. In addition, experiments using balancing stocks to assay the viability of individuals homozygous for entire chromosomes sampled from field populations of this species detected many rare, recessive and highly deleterious mutations [45]–[48], and Vermeulen *et al*. [49] found evidence for a major QTL generating inbreeding depression. In fact, it has been estimated that approximately half the inbreeding load in *Drosophila melanogaster* is due to lethal genes [22]; [50]. Individual genes making large contributions to inbreeding depression have also been found in other species [51].

Our objective was to search for an association between genes showing large expression changes under inbreeding and substantial inbreeding depression effects on fitness. The finding of an excess of line-specific, marked changes in expression in the most depressed sublines for at least 14 genes is very suggestive because, as explained in the Introduction, changes in expression level can be important drivers of phenotypic variation and therefore of inbreeding depression. However, it must be stressed that our results are of a correlative nature and do not prove that the observed reductions in expression are directly contributing to the depression. Thus, while we cannot assure that the original genetic alterations resulting in the down regulation of these 14 genes have a direct cause-effect relationship with the observed depression, we show that it is possible to find transcription changes showing the properties predicted by current Population Genetics models of inbreeding depression.

We have not a precise estimate of the number of genetic alterations responsible for the large changes in expression observed in the 14 candidate genes. As seen in the Results section, it is likely that the expression changes in the cluster 4 were due to independent genetic alterations that occurred by chance in the same experimental line, whereas the case for common regulation was stronger for the genes of cluster 1. The considerable correlation between the expression patterns of at least five of the six genes from this cluster (Table 1) would be evidence of *trans* regulation, because the expression of these genes was clearly coordinated despite their disperse chromosome locations (2R, 3R, 3L; Table 2). 

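The 6 genes lie on 3 chromosome arms, at 88D5, 87C3 and 87B11 on 3R for CG3610, CG11598 and CG5509, at 60B3 and 60D5 on 2R for CG3121 and CG11414, and at 65B4 on 3L for CG32396. These cytological positions are those of Table 2. The highest r without the outlier sublines, 0.799 over 25 samples, was between CG3610 on 3R and CG3121 on 2R (adjusted p = 1.5e-04 by permutation, rho 0.604). CG3121 also had an r of 0.705 with CG5509 on 3R (adjusted p = 3e-04 by permutation, rho 0.645) and of 0.617 with CG32396 on 3L (adjusted p = 0.0034 by permutation, rho 0.581). CG11598 and CG5509, both in section 87 of 3R, had an r of 0.530 (adjusted p = 0.0126 by permutation, rho 0.419). Differences between pairs on the same and on different arms were not tested.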

Alternatively, if the six genes from cluster 1 were under the control of six independent regulatory sequences, then it would be necessary to assume 1) that these regulatory sequences were randomly fixed in the same two most depressed sublines of line *a,* and 2) that they also became fixed in many of the remaining 25 sublines, since these genes tended to be correlated even after removing the outlier sublines (Table 1). Thus, the possibility of a random fixation of six independent regulatory sequences with a similar effect on gene expression in each one of the 27 sublines of the experiment represents a rather unlikely scenario.

Finding evidence for trans-regulation in this species is not unexpected. Ayroles *et al*. [18] also found such evidence when they observed that variation in the third chromosome affected the expression of many genes in other chromosomes. A *trans* regulation mechanism is also supported by the lack of DNA sequence differences between cluster 1′s transcripts, and between transcripts from inbred lines and controls (Table S3). While their relative importance is still unclear, the existence of both *cis* and *trans* mechanisms for the regulation of transcription is well established in *Drosophila melanogaster* [52].

None of the 14 transcription outliers were found significantly related with inbreeding in the analyses of Kristensen *et al.* [17]; [53] or were among the three quoted as such by Ayroles *et al.* [18]. Neither were they in the Sørensen’s *et al.* [54] list of genes differentially expressed in *Drosophila melanogaster* selected to withstand different sources of stress. This is consistent with the view that transcription changes common to all inbred individuals are likely responses to the depression, instead of its potential genetic causes. The amount of information provided by this observation is limited, however, given the modest number of genes in these lists relative to the number of genes included in *Drosophila melanogaster*’s microarrays.

Despite their common regulation in our experiment, there was no obvious relationship between the functions of the five transcripts of cluster 1, with the exception of CG32396 and CG3121, both related with microtubules and cytoskeleton (Table 2). No relationships were apparent either for the remaining seven annotated candidate transcripts. Therefore, our experiment did not find any metabolic pathway specifically involved in inbreeding depression. 

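Digestive enzyme genes were lower in the most depressed sublines when averaged over the 4 lines. Of 34 tested, 16 fell and 1 rose by limma, with line in the model (17 and 1 when adjusted over the list alone), and their median log2 change was -0.37 (adjusted p = 5.2e-04 by fry, adjusted p = 0.307 with an estimated correlation). They include the serine proteases Jon25Bii (-1.68, standard error 0.27, adjusted p = 1.8e-04) and Jon99Fi (-2.19, standard error 0.68, adjusted p = 0.0327). Of 28 genes of the accessory gland, which makes seminal fluid, 16 fell (17 adjusted over the list alone), with a median of -0.22 (adjusted p = 0.0019 by fry, adjusted p = 0.405 with an estimated correlation). Among them aqrs changed by -0.49 and Acp29AB by -0.41 (standard errors 0.09 and 0.07). Genes of oxidative phosphorylation rose in 13 of 23 cases (22 adjusted over the list alone), with a median of 0.18 (adjusted p = 0.0179 by fry, adjusted p = 0.405 with an estimated correlation). Photoreceptor genes rose in 7 of 16 cases (7 adjusted over the list alone), such as inaD (0.35, standard error 0.09), with a median of 0.18 (adjusted p = 0.0284 by fry, adjusted p = 0.405 with an estimated correlation). Of 15 genes of lipid metabolism 3 rose and 3 fell (3 and 5 adjusted over the list alone), among them the lipase bmm (0.71, standard error 0.08) and the fatty acid carrier enzyme whd (0.48, standard error 0.08). None of the 43 testis, 22 muscle, 25 proteasome, 6 stress or 15 egg and yolk genes passed. Over all 9133 probe sets 1290 passed and 2396 had an unadjusted p under 0.05. The sample codes fall into a first, a later and a combined set, whose meaning the labels do not tell, and 11 of 12 most depressed but 3 of 12 least depressed arrays are in the first. With this set in the model, which nearly follows level, 286 passed. The median size of the 1290 changes was then 0.25, where it was 0.27, 1289 kept their sign, and the median standard error grew from 0.06 to 0.09. Of the digestive enzymes 3 then fell, where the median held at -0.36 and the median standard error grew from 0.17 to 0.25 (adjusted p = 0.0486 by fry). Jon25Bii still passed (-1.63, standard error 0.38), and Jon99Fi did not (-1.36, standard error 1.00, adjusted p = 0.563). Of the accessory gland genes 8 fell (median -0.29, adjusted p = 0.0234 by fry), with a median standard error of 0.11 where it was 0.07. No gene of oxidative phosphorylation (median 0.10, adjusted p = 0.477 by fry) or of the photoreceptor list (median 0.21, adjusted p = 0.123 by fry) passed then, and 1 of lipid metabolism rose. Their median standard errors grew from 0.06 to 0.08, from 0.09 to 0.13 and from 0.07 to 0.11. In the 9 arrays of lines 7 and 15 from the first set alone, an alternative chosen after seeing the data, none passed by limma and 594 had an unadjusted p under 0.05. There the medians were -0.24 for the digestive enzymes, -0.23 for the accessory gland, 0.05 for oxidative phosphorylation and 0.20 for the photoreceptor genes. The eggshell and yolk transcripts of 3 most depressed arrays move with the same contrast, with a median of 0.85 for the 15 egg and yolk genes (adjusted p = 0.229 by fry).

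**Figure D2:**
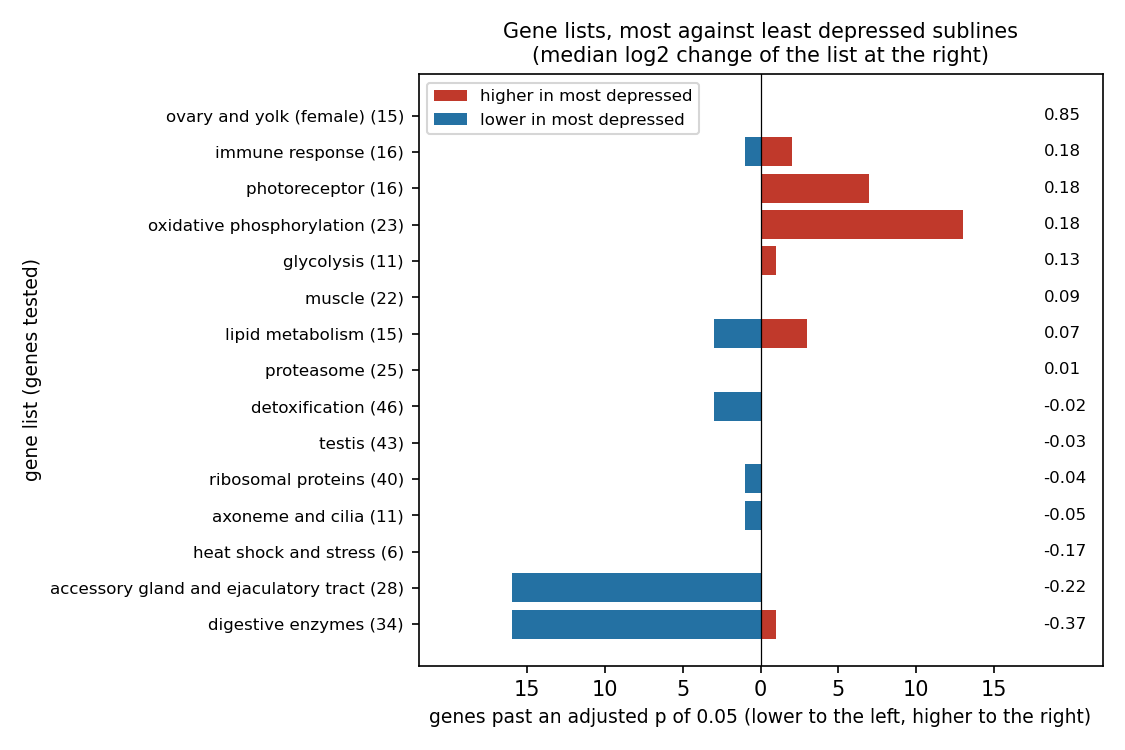
Genes of 15 lists that were higher (red, to the right) or lower (blue, to the left) in the most than in the least depressed sublines at an adjusted p under 0.05 by limma. The number of genes tested stands after each list's name and its median log2 change at the right edge. Digestive enzymes (16 lower, 1 higher) and accessory gland genes (16 lower) extend furthest to the left, and oxidative phosphorylation (13 higher) furthest to the right.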

The heterogeneity in the functions of the identified transcript candidates contributing to the depression was consistent with theoretical expectations: the deleterious load in populations would be due to random, unrelated mutations segregating at low frequency and affecting diverse gene functions. A more complete functional annotation of the *Drosophila* genome and more reliable models of gene network regulation will make it possible a more phenotypically relevant functional interpretation of correlational results such as those obtained in the present experiment.

## Supporting Information

Table S1 **Primers and annealing temperature.** PCR cycling conditions were as follows: an initial denaturation step at 94°C for 2 min, then 35 cycles of 96°C for 10 sec, annealing temperature of the corresponding primer set (55–61°C) for 10 sec, and 70°C for 1 min. The PCR was ended with a 10-min incubation step at 70°C.
(DOC)

Table S2 **Analysis of the number of probe sets having two SL-LD outliers.** It is shown, for each direction of change in expression (up or down regulation), the number of these probe sets observed (Obs); the average number after randomizing the inbred subline codes in the whole series of probe sets (10000 randomizations; Exp); the proportion of these randomizations (P rand) reaching numbers as extreme as the observed, and the percentage of the most depressed cases among the observed SL-LD outliers. All: total number of probe sets with two outliers, SL-DL or not.
(DOC)

Table S3 **Distribution of variable sites in pairwise comparisons.** The first column gives the items compared (+D: most depressed sublines;–D: least depressed sublines; D: all depressed sublines). The next six columns indicate the number of samples compared of item 1 and 2 (each item appearing in the same order as referred in the first column), sites that are polymorphic in only one of the items compared (exclusive polymorphism), sites that are polymorphic in both items (shared polymorphisms), and number of fixed nucleotide differences. The number of non-synonymous changes out of the total is indicated in parenthesis.
(DOC)

# Supplementary material for: Candidate Transcriptomic Sources of Inbreeding Depression in Drosophila melanogaster
**Source:** PLoS One. 2013 Jul 29;8(7):e70067. doi: 10.1371/journal.pone.0070067
**Supplement:** Table S1 — Primers and annealing temperature. PCR cycling conditions were as follows: an initial denaturation step at 94°C for 2 min, then 35 cycles of 96°C for 10 sec, annealing temperature of the corresponding primer set (55–61°C) for 10 sec, and 70°C for 1 min. The PCR was ended with a 10-min incubation step at 70°C.

Table S1. Primers and annealing temperature.

| **Locus** | **Primer name** | **Sequence** | **Ta(°C)** |
| --- | --- | --- | --- |
| ***CG3610*** | CG3610-D | 5´- ACGGCGGCCTATGTGTCAAAG | 58 |
| CG3610-R | 5´- CCTTAATACGGGCATCTAGCG |
| ***CG3121*** | CG3121-D | 5´- AAGGCCGCGTTGTCTGGTAC | 61 |
| CG3121-R | 5´- GATCGGCGAACTCGTCATCA |
| ***CG11598*** | CG11598-D | 5´- CGGAGTACAACAAGTTGGTCAAG | 55 |
| CG11598-R | 5´- ATTCGTTTATGAAGTGAAAGGTTAT |
| ***CG5509*** | CG5509-D | 5´- GATGCTCGCACCTACGGATT | 55 |
| CG5509-R | 5´- TCCAGTCCATTTTTGCCTTTG |
| ***CG32396*** | CG32396-D | 5´- CGGCTGCACTTCCTCATACC | 55 |
| CG32396-R | 5´- TTCCAAGACGCGTAATTACA |
| ***CG11414*** | CG11414-D | 5´- GCTGGGCGAGTCGTATGACATT | 58 |
| CG11414-R | 5´- TGCGGGCATTTGCTAGACACA |
| ***CG34015*** | CG34015-D | 5´- GCGGACGACAACTGCATT | 55 |
| CG34015-R | 5´- GGCCTCTGACAGGGGGTAAAC |

# Supplementary material for: Candidate Transcriptomic Sources of Inbreeding Depression in Drosophila melanogaster
**Source:** PLoS One. 2013 Jul 29;8(7):e70067. doi: 10.1371/journal.pone.0070067
**Supplement:** Table S2 — Analysis of the number of probe sets having two SL-LD outliers. It is shown, for each direction of change in expression (up or down regulation), the number of these probe sets observed (Obs); the average number after randomizing the inbred subline codes in the whole series of probe sets (10000 randomizations; Exp); the proportion of these randomizations (P rand) reaching numbers as extreme as the observed, and the percentage of the most depressed cases among the observed SL-LD outliers. All: total number of probe sets with two outliers, SL-DL or not.

Table S2. Analysis of the number of probe sets having two SL-LD outliers.

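The table counts, for each α of the Grubbs test, the probe sets with 2 outliers (All), taken here as at least 2, and those whose 2 most extreme sublines share line and depression level (Obs), beside the mean of that number after the codes were randomized (Exp), which was done here by permuting them. Low outliers were counted here at α = 0.001 in 5 probe sets, 4 of them in 1 group against 0.427 expected (p = 0.0015 over permutations). At α = 0.01, 12 of 29 were in 1 group against 2.51 expected (p = 5e-04 over permutations). From α = 0.1 to α = 0.25 the counts grew from 62 of 245 through 106 of 438 and 149 of 643 to 188 of 848. The expected numbers were 21.2, 37.9, 55.7 and 73.5 (p = 1e-04 at each, the smallest possible over 10000 permutations). High outliers gave 38 of 218, 68 of 364, 99 of 532 and 1.3e+02 of 736 at the same levels. There the expected numbers were 18.8, 31.5, 46.0 and 63.7, with permutation p of 0.0876, 0.0889, 0.0900 and 0.0990. At α = 0.01 they gave 2 of 27 against 2.33 expected, and at α = 0.001 1 of 5 against 0.431. All 14 genes of Table 2 were recovered at each α from 0.05 upwards, 8 of them at 0.01 and 3 at 0.001.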

| α value | Two outliers up regulated | | | | |  | Two outliers down regulated | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | All | SL-DL Obs. | SL-DL Exp. | P rand. | % Most Depr. Obs |  | All | SL-DL Obs | SL-DL Exp | P rand. | % Most Depr. Obs |
| 0.001 | 0 | 0 | - | - | - |  | 6 | 4 | 0.744 | 2 e-4 | 75.0 |
| 0.01 | 9 | 0 | 1.115 | 0.337 | - |  | 21 | 9 | 2.262 | 4 e-4 | 77.8 |
| 0.05 | 28 | 5 | 3.523 | 0.125 | 40.0 |  | 46 | 18 | 5.774 | < 1 e-4 | 77.8 |
| 0.10 | 52 | 9 | 6.401 | 0.126 | 55.6 |  | 71 | 31 | 8.807 | < 1 e-4 | 61.3 |
| 0.15 | 88 | 14 | 10.890 | 0.168 | 64.3 |  | 112 | 36 | 13.992 | < 1 e-4 | 58.3 |
| 0.20 | 112 | 16 | 13.992 | 0.248 | 62.5 |  | 136 | 38 | 16.991 | < 1 e-4 | 55.3 |
| 0.25 | 154 | 25 | 19.677 | 0.276 | 64.0 |  | 168 | 48 | 21.084 | < 1 e-4 | 54.2 |

# Supplementary material for: Candidate Transcriptomic Sources of Inbreeding Depression in Drosophila melanogaster
**Source:** PLoS One. 2013 Jul 29;8(7):e70067. doi: 10.1371/journal.pone.0070067
**Supplement:** Table S3 — Distribution of variable sites in pairwise comparisons. The first column gives the items compared (+D: most depressed sublines;–D: least depressed sublines; D: all depressed sublines). The next six columns indicate the number of samples compared of item 1 and 2 (each item appearing in the same order as referred in the first column), sites that are polymorphic in only one of the items compared (exclusive polymorphism), sites that are polymorphic in both items (shared polymorphisms), and number of fixed nucleotide differences. The number of non-synonymous changes out of the total is indicated in parenthesis.

Table S3. Distribution of sequence mismatches to array probe sets.

| Comparison | No. samples | |  | Exclusive polymorphism | | Shared polymorphism | Fixed differences |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Item 1 | Item 2 |  | Polym. 1 | Polym. 2 |
| CG3610 (634 nt) |  |  |  |  |  |  |  |
| +D *vs* –D | 2 | 2 |  | 0 | 0 | 0 | 0 |
| +D *vs* controls | 2 | 2 |  | 0 | 0 | 0 | 0 |
| –D *vs* controls | 2 | 2 |  | 0 | 0 | 0 | 0 |
| D *vs* controls | 4 | 2 |  | 0 | 0 | 0 | 0 |
| CG3121 (511 nt) |  |  |  |  |  |  |  |
| +D *vs* –D | 2 | 2 |  | 1 | 0 | 0 | 0 |
| +D *vs* controls | 2 | 2 |  | 1 | 0 | 0 | 0 |
| –D *vs* controls | 2 | 2 |  | 0 | 0 | 0 | 1 |
| D *vs* controls | 4 | 2 |  | 1 | 0 | 0 | 0 |
| CG11598 (705 nt) |  |  |  |  |  |  |  |
| +D *vs* –D | 1 | 2 |  | 0 | 0 | 0 | 0 |
| +D *vs* controls | 1 | 2 |  | 0 | 0 | 0 | 1 |
| –D *vs* controls | 2 | 2 |  | 0 | 0 | 0 | 0 |
| D *vs* controls | 3 | 2 |  | 0 | 0 | 0 | 0 |
| CG5509 (522 nt) |  |  |  |  |  |  |  |
| +D *vs* –D | 0 | 2 |  | - | - | - | - |
| +D *vs* controls | 0 | 2 |  | - | - | - | - |
| –D *vs* controls | 2 | 2 |  | 0 | 1 | 0 | 0 |
| D *vs* controls | 2 | 2 |  | 0 | 1 | 0 | 0 |
| CG32396 (675 nt) |  |  |  |  |  |  |  |
| +D *vs* –D | 2 | 2 |  | 2 | 0 | 0 | 0 |
| +D *vs* controls | 2 | 2 |  | 1 | 0 | 1 | 0 |
| –D *vs* controls | 2 | 2 |  | 0 | 1 | 0 | 0 |
| D *vs* controls | 4 | 2 |  | 1 | 0 | 1 | 0 |
| CG11414 (686 nt) |  |  |  |  |  |  |  |
| +D *vs* –D | 1 | 2 |  | 0 | 0 | 0 | 0 |
| +D *vs* controls | 1 | 2 |  | 0 | 0 | 0 | 1(1) |
| –D *vs* controls | 2 | 2 |  | 0 | 0 | 0 | 1(1) |
| D *vs* controls | 3 | 2 |  | 0 | 0 | 0 | 1(1) |
| CG34015 (480 nt) |  |  |  |  |  |  |  |
| +D *vs* –D | 1 | 1 |  | 0 | 0 | 0 | 0 |
| +D *vs* controls | 1 | 2 |  | 0 | 0 | 0 | 2 |
| –D *vs* controls | 1 | 2 |  | 0 | 0 | 0 | 2 |
| D *vs* controls | 2 | 2 |  | 0 | 0 | 0 | 2 |

How the deposited data were processed for this re-analysis (not part of the article)

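RNA expression was measured in whole adult males of *Drosophila melanogaster* with Affymetrix Drosophila Genome 2.0 arrays. There were 27 arrays, each with total RNA of 1 pool of 30 males: 3 most depressed and 3 least depressed sublines of each of 4 inbred lines after 8 generations of sib mating, and 3 samples of the outbred control. Lines carry the numbers 5, 7, 12 and 15 of the sample labels, since no sample label pairs these with the letters of the figures. The replicate numbers of the labels are not stated to pair sublines.

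The authors adjusted the background, quantile normalized the arrays and summarized the probe sets with RMA, using Partek Genomics Suite 7.3.3 and the affy package, so the values are log2 expression as the authors deposited them. A table of all 27 arrays and a table of the 24 inbred arrays were used. They differ by 0.0348 on average, as each was normalized over its own arrays. The tables hold all probe sets with no filter. The 183 controls of the array maker were left out here, which leaves 18769, of which 13647 match 1 gene, 402 several and 4720 none. The paper kept 9133 probe sets by present calls, which are not given in the sources used here. The 9133 probe sets with the highest maximum were taken in their place in each table, and 9033 of them were shared between the tables. Their median value over the 27 arrays was 8.46. Array values have no read depth, so the number of arrays sets the precision. Gene names were taken from the annotation of the platform and matched to the reference annotation by gene identifier. Members of the gene lists were matched to the reference by symbol or synonym.

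Outliers were searched in the 24 inbred sublines with a Grubbs test in sequence, for up to 3 steps, with the lowest and the highest values tested apart and a one-sided p at each step (α = 0.05). A probe set counted as SL-LD when it had at least 2 outliers and the 2 most extreme sublines shared line and depression level. Expected numbers came from 10000 permutations of the 24 codes, the same for all probe sets, and p is one-sided. The number of low and high outliers was also counted for each subline. The variance between sublines was compared between levels by an exact permutation test over 160000 assignments of level within lines, two-sided. Correlations within the 4 clusters used Pearson's r and Spearman's rho with 100000 resamples for each pair, two-sided, and the Benjamini-Hochberg correction over the pairs of a cluster. The p of a mean over pairs came from 10000 resamples. The 14 genes were clustered by 1 minus the absolute r with complete linkage and 1000 bootstrap draws.

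Differences in expression were tested with limma, with a trend in its variance prior and an adjusted p under 0.05. Most and least depressed sublines were compared with line in the model, within each line and as an interaction of line and level. The 24 inbred sublines were compared with the control as the mean of their 8 groups. Within lines and against the control, each probe set had a spread shared by all groups. A group that varies more than the others is then given too small a standard error. In 15 gene lists the members were counted and tested with fry, and with camera at a preset correlation of 0.01 and at an estimated one. The lists were testis, accessory gland and ejaculatory tract, immune response, heat shock and stress, detoxification, digestive enzymes, ovary and yolk, muscle, photoreceptor, glycolysis, lipid metabolism, oxidative phosphorylation, proteasome, ribosomal proteins, and axoneme and cilia. A list of cuticle protein genes and a second list of ovary genes were added later. The tests, lists and alternatives were fixed before the data were examined, apart from those said to be chosen later.

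The genes named in the text are the 14 of Table 2, the SL-LD probe sets beyond them where these are 5 or fewer in a direction and level, the 10 largest rises and falls of each limma comparison among those past the threshold (with the same sign in the 4 lines where lines are averaged), and the 4 members of each list with the largest change. The 6 further probe sets with shared low outliers in most depressed sublines exceed this rule and are listed in full. Other names are said to be chosen after their values were seen.

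The steps were tested on simulated data. Of 50 planted changes of 1 log2 unit limma recovered 94% between levels, 94% against the control, 82% for the interaction and from 76% to 94% within a line. Planted pairs of low sublines were recovered in 20% of cases at 4 SD and 94% at 6 SD below the rest. Of random rows 4.95% passed the first Grubbs step.

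Alternatives were a 2-sided Grubbs p, the farthest value in either direction, other filters, the other table, values centred on line means, exactly 2 outliers, other α, other permutations, Spearman's rho, inbred sublines only, values minus group means, other distances and linkage, median centring, array weights, no trend, the set of sample codes as a covariate, a replicate block, fewer sublines in the fit, and the omission of each array. Omission of 3 or 5 arrays and the use of the first set of codes alone were added after seeing the data. The versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1. The sequencing of transcripts and the DAVID analysis of the paper were not analysed here.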

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

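The tests with eggshell, egg and testis genes, of the digestive enzymes with the set of sample codes, and without the 3 arrays were chosen only after the result was seen, while the code set as a covariate for all probe sets was planned. The predictions for the splits, the second ovary list, the shared low outliers and the cuticle protein genes were written first, though the rise of 1 cuticle gene, Cpr67Fb, was already known.

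Between most and least depressed sublines 1290 probe sets passed limma's threshold (527 higher, 763 lower, with the same sign in all 4 lines for 474 and 716), in genes that the paper does not discuss. Of 100 splits of the levels within lines, 1, the real one, gave as many, the highest other gave 109, so a random grouping of the sublines is unlikely. Between inbred sublines and the outbred control, a contrast that the paper mentions from earlier work, 4001 passed. Counted as 2 groups it was 3424, in 1 of 100 splits, with 705 as the highest other, and without replicate 1 of the control 2697 passed. The sets of sample codes nearly follow level (11 of 12 most and 3 of 12 least depressed arrays are in the first), and with them in the model 286 probe sets passed between levels, where 1289 of the 1290 changes kept their sign, their median size was 0.25 after 0.27 and the median standard error 0.09 after 0.06, so the calls were lost mainly to wider errors, which neither shows nor excludes a difference between the sets.

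Within lines, 192 probe sets passed in line 5, 1 in line 7 (salm), 437 in line 12 and 144 in line 15. With the code set in the model these were 161, 1, 22 and 96, and in line 12, where every most depressed and no least depressed array is in the first set, the median size of the 437 changes was 0.47 after 0.51 and the median standard error 0.16 after 0.12. The 10 splits of 3 against 3 sublines in each of the 4 lines are too few for a share under 0.05, and the highest other splits gave 11, 2, 20 and 80. The effect of depression level differed between lines for 1 probe set, CG5062. Of 100 splits 51 gave as many, so chance cannot be excluded. The highest other gave 171 and the median other 1, and the reason for the high value was not tested.

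Eggshell transcripts were present in 3 arrays of most depressed males, with a median difference of 19 egg and yolk genes of 3.74 in replicate 2 of line 7, 2.28 in replicate 3 of line 5 and 1.24 in replicate 2 of line 15. The yolk proteins of the fat body alone would leave eggshell genes unchanged, but these were at least 1.51 higher on average, and a whole array of female RNA would lower the testis genes by far more than the -0.207 that was the lowest median seen. Some females among the pooled males may be the source: a second list of 11 ovary genes, named before it was read, was at least 1.54 higher on average in each of the 3 arrays. It was also 2.03 higher in replicate 2 of the least depressed sublines of line 5 and 0.892 higher in replicate 1 of those of line 15, where the eggshell genes averaged 0.22 to 0.28 with 1 of 12 over 1 in each, and the yolk genes were higher by a mean of 3.64 in replicate 3 of the control and 3.30 in replicate 1 of the most depressed sublines of line 12. Feminized expression in depressed males was not tested and stays open, as does transfer between samples.

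The 6 genes of cluster 1 were lower in replicate 3 of the most depressed sublines of line 7 by a median of -2.41 and in replicate 2 by -0.70. Dilution by female RNA as the cause in both sublines is argued against by the egg and yolk genes. They differed by a median of -0.0235 in replicate 3, the subline with the larger changes, against 3.74 in replicate 2. For the 3 yolk genes among them it was 1.10 against 7.03. These values do not address dilution in replicate 2 alone. Loss of testis tissue is argued against by the testis genes, whose lower median in the 2 sublines was -0.207. An aberrant array of replicate 3 alone cannot be told apart from a change in both sublines. Of 232 probe sets with their low outlier in replicate 3, replicate 2 was second lowest in 10.3%, where a share over 20% had been set as the mark of a shared change, and it does not stand out, since replicate 3 of the least depressed sublines of line 7 was second lowest in 11.2% and replicate 1 of the most depressed ones of line 12 in 10.3%. A shared regulation in trans, which the paper proposes for these genes while calling its results correlative, was not tested and stays open.

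Digestive enzyme genes were lower in the most depressed sublines (median log2 change -0.37), and so were accessory gland genes (-0.22), in data that the paper did not analyse in this way. Fry called both lists, but with an estimated correlation the adjusted p was 0.307 and 0.405. For the digestive enzymes, the set of sample codes and the 3 arrays with eggshell transcripts are argued against only as the whole cause, and the former narrowly. With the code set in the model their mean change was -0.333 (adjusted p = 0.0486 by fry), where it was -0.40 before. The members that fell dropped from 16 to 3 as the median standard error grew from 0.17 to 0.25. Without the 3 arrays the mean was -0.397. The mean change of the accessory gland genes was -0.218, and -0.274 with the code set. It was smaller, at -0.180, without the 3 arrays. Younger flies in the pools of depressed sublines could also be a cause: cuticle protein genes, which are expressed in young adults, differed by 0.259 on average over 23 genes, which fry did not call and which is too uncertain to decide. An effect of depression itself, which the design names, stays open and was not tested.

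Against the control, the median log2 change of 22 muscle genes was -0.94 in the inbred sublines. That of 23 cuticle protein genes, used above as a mark of younger flies, was -1.52. A difference in age between the control and the inbred pools was not tested.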

How the results depend on the processing

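The alternatives without 3 or 5 arrays and with the first set of sample codes alone were chosen only after the result was seen, and the others were planned. Over 26 results of comparisons and 850 alternatives, 683 were rated the same, 9 lost the threshold, 12 reversed and 146 moved. Counts were rated by their size. Correlations and the difference in variance were rated by direction and side of the threshold alone, so those rated the same may differ in size. The mean r of cluster 4 was rated the same in all 27 omissions of 1 array, where it ranged from 0.245 to 0.562. Over 149 genes and lists and 5154 alternatives, 4572 stayed, 548 lost the threshold, 34 gained it and 0 reversed. Among these genes and lists, a change of sign did not count as reversed where neither setting passed the threshold. The lipid metabolism list was such a case, with a mean change between levels of 0.042, and of -0.028 without the 3 arrays. Where a count is of fewer probe sets or fewer arrays, that itself lowers it; otherwise the cause was not tested. Signal over background limits the arrays, since the 9133 probe sets were kept by brightness and not by present calls.

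Low outliers shared by line and level numbered 34. From α = 0.001 to 0.25 they were 4, 12, 62, 106, 149 and 188, with a two-sided Grubbs p 20 and with 4566 probe sets 21. Centred on line means there were 7 (p = 0.231 over permutations), and with level permuted within lines the 34 were met by 31.1 expected (p = 0.344 over permutations). Without the 3 arrays with eggshell transcripts there were 20 (p = 0.0325 over permutations) and without the 5 arrays 9 (p = 0.427 over permutations). In most depressed sublines, where there were 20, the α gave 3, 9, 32, 57, 84 and 113, 4566 probe sets 12, and line centring 6 (p = 0.0741 over permutations). Level permuted within lines left 20 against 15.6 expected (p = 0.213 over permutations). Without 3 arrays 5 were left (p = 0.243 over permutations) and without 5 arrays 6 (p = 0.214 over permutations). The omitted arrays are themselves members of outlier pairs of clusters 1, 3 and 4, so these pairs could not be counted, and no omission of as many other arrays was run.

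High outliers shared by line and level numbered 13. The α gave 1, 2, 38, 68, 99 and 1.3e+02, a two-sided p 8, no filter 50, a filter on the mean 6, exactly 2 outliers 8, and the omission of 5 arrays 8. The number fell under the expected one at α = 0.01, with 4566 probe sets (2), with line centring (2) and with codes drawn with replacement (13 against 13.5 expected). Of probe sets with 3 high outliers there were 75 at α = 0.1, 11 with a two-sided p, 66 with no filter, 14 with a filter on the mean, 13 with 4566 probe sets, 6 with line centring, 15 without 3 arrays and 11 without 5. With 3 low outliers there were 71, 16 (two-sided), 23 (4566 probe sets), 3 (line centring), 20 (without 3) and 17 (without 5). Those with 3 outliers in 1 group were 0, and 2 at α = 0.1, with no filter or from the table of all 27 arrays. The most high outliers in 1 array were 589 with no filter and 195 with line centring.

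Mean r of cluster 2 was 0.212 by Spearman (p = 0.0611 by permutation) and of cluster 3 0.274 (p = 0.164 by permutation). With outlier sublines removed, cluster 3 had -0.0529 in the table of inbred sublines and cluster 4 0.0496 by Spearman. Cluster 4 had -0.152 with group means subtracted. Of the 4 clusters 1 was found again without each gene's outlier sublines, 2 without 3 arrays and 2 without 5.

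For limma, 286 probe sets passed between levels with the code set in the model and 0 in the first set alone (594 with an unadjusted p under 0.05). Against the control 2003 passed with 4566 probe sets. The interaction gave 2 with 4566 probe sets, 15 with array weights, 2 with the code set, and 0 without 3 or 5 arrays. Line 5 gave 126 with no filter, 11 from its 6 sublines alone, 75 without 3 arrays and 53 without 5. Line 7 gave 6 with 4566 probe sets, 6 with median centring, 126 with array weights, 3 with no trend, 0 from its 6 sublines, 2 without 3 arrays and 3 without 5. Line 12 gave 284 with no filter, 942 with array weights, 22 with the code set and 195 from its 6 sublines. Line 15 gave 0 from its 6 sublines, 73 without 3 arrays and 12 without 5. Of the 14 genes 2 passed, 5 with array weights, and 1 with no filter, with the code set and without 3 or 5 arrays.

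With a replicate block, 1048 passed between levels, 4 in line 7, 275 in line 12, 92 in line 15 and 1 of the 14 genes. Sublines of the same number were not alike (mean r of -0.114 over 12 pairs, 2 of them best with their own number).

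Omitting 1 array at a time gave from 27 to 40 shared low outliers, from 16 to 25 in most depressed sublines, and from 8 to 20 shared high outliers. The last were 20 without replicate 1 of the least depressed sublines of line 12, and 8, under the expected number, without replicate 1 of those of line 15. Probe sets with 3 high outliers were from 24 to 46, with 3 low ones from 24 to 34, and in 1 group from 0 to 4. Of these there were 4 without replicate 2 of the most depressed sublines of line 12, 3 without replicate 1 of those of line 5, and 1 without replicate 2 of those of line 5, replicates 1 and 3 of those of lines 7 and 12, and, in least depressed sublines, replicate 3 of line 7, 1 of line 12 and 2 of line 15. Mean r ranged from 0.715 to 0.896, 0.605 to 0.767, 0.460 to 0.675 and 0.245 to 0.562 in clusters 1 to 4. With outlier sublines removed it ranged from 0.503 to 0.596, from -0.0316 to 0.0986, from 0.0446 to 0.257 and from -0.0702 to 0.0449. Cluster 2 turned negative without replicate 2 of the least depressed sublines of line 7 and, at -0.00244, without replicate 1 of the most depressed sublines of line 15. Cluster 4 turned positive without replicate 3 of the most depressed sublines of line 12 and, at 0.00412, without that of line 7. From 2 to 4 clusters were found, 2 of them without replicate 3 of the most depressed sublines of line 5. The difference in variance ranged from 0.0443 to 0.0666. Apart from single omissions, that difference, 0.0562, was 0.0352 with no filter and 0.00974 as the median over probe sets.

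In limma, from 1082 to 1452 probe sets passed between levels and from 2697 to 4326 against the control. The interaction gave from 0 to 10, with 10 without replicate 3 of the least depressed sublines of line 7 or replicate 1 of the most depressed ones of line 12. It gave 3 without replicate 2 of the most depressed sublines of line 12 or 3 of the least depressed ones of line 15, and 2 without replicate 1 of either level of lines 5 and 15 or replicate 2 of the most depressed ones of line 15. It gave 0 without replicate 2 of either level of line 5, any least depressed subline of line 12, replicate 3 of the most depressed or 2 of the least depressed ones of line 15. Line 5 ranged from 39 to 229: 105 and 51 without replicates 2 and 3 of its most depressed sublines, 39 and 52 without 1 and 3 of its least depressed ones. Line 12 ranged from 125 to 560: 181 without replicate 2 of its most depressed sublines, 125, 214 and 166 without 1, 2 and 3 of its least depressed ones. Line 15 ranged from 21 to 157: 48 and 74 without replicates 2 and 3 of its most depressed sublines, 21 and 47 without 1 and 2 of its least depressed ones. Line 7 ranged from 1 to 36: 29 and 4 without replicates 1 and 2 of its most depressed sublines and 36 without 3 of its least depressed ones. Arrays of other lines moved it too: in line 5 replicates 1, 2 and 3 of the most depressed (5, 2, 16) and 1 and 2 of the least depressed sublines (7, 7), in line 12 replicate 2 of each level (6, 5), and in line 15 replicates 1 and 3 of the most depressed (11, 3) and 1 of the least depressed sublines (2). Of the 14 genes from 1 to 7 passed, 7 without replicate 1 of the most depressed sublines of line 7 and 4 without replicate 1 of those of line 12 or 15. Of them 1 passed without replicate 3 of the most depressed or 1 or 3 of the least depressed sublines of line 5, or without replicate 2 or 3 of the most depressed or 1 or 2 of the least depressed ones of line 12. Where 2 sublines of a group remain, they are assumed to vary like the other groups.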

Differences from the paper's values

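The alternatives meant below are those set before the data were examined; the omission of 3 or 5 arrays was chosen after seeing the values. Of 103 values that the paper states and that were computed here, 48 differ and 55 do not. The paper's values are marked as such. It counts probe sets with 2 outliers, taken here as at least 2. A count, an expected number, a percentage or a p differs if 1 of the 2 values is more than 1.5 times the other. A variance must also lie further away than the SD over lines. A correlation differs if the sign differs or the gap exceeds the jackknife error over omitted arrays. None of the 12 percentages of SL-LD outliers in most depressed sublines differs by this rule, which is wide for a percentage. A p that the paper gives only as an upper bound was not compared. The probe sets here were kept by brightness, where the paper used present calls. Where an alternative is named its value does not differ from the paper's, and under the alternatives not named it does.

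For probe sets with at least 2 high outliers at α = 0.001 the paper has 0 and here there were 5 (0 with a filter on the mean, with 4566 probe sets or centred on line means). At 0.01 the paper has 9, here 27 (11 with a filter on the mean, 9 with 4566 probe sets, 10 centred on line means). At 0.05 the paper has 28, here 106 (29 with 4566 probe sets), and at 0.1 the paper has 52, here 218 (63 with 4566 probe sets). At 0.15, 0.2 and 0.25 the paper has 88, 112 and 154, and here there were 364, 532 and 736, with no alternative that reaches them.

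For SL-LD high outliers the paper has 0 at α = 0.001 and here there was 1 (0 with a filter on the mean, with 4566 probe sets, centred on line means or with exactly 2 outliers). At 0.01 the paper has 0, here 2 (0 with 4566 probe sets or centred on line means). At 0.05 the paper has 5, here 13 (6 with a filter on the mean). At 0.1 the paper has 9, here 38 (13 with a two-sided Grubbs p, 11 with 4566 probe sets). At 0.15, 0.2 and 0.25 the paper has 14, 16 and 25, here 68, 99 and 1.3e+02 (10, 17 and 20 centred on line means).

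The expected number of SL-LD high outliers at α = 0.01 is 1.115 in the paper and 2.33 here (1.64 with a two-sided Grubbs p, 0.945 with a filter on the mean, 0.777 with 4566 probe sets, 0.868 centred on line means). At 0.05 the paper has 3.523, here 9.15 (4.47 with a filter on the mean, 2.50 with 4566 probe sets). Without the 5 arrays, chosen after seeing the values, it was 3.80, a setting that drops 12 of the 14 genes of Table 2. At 0.1 the paper has 6.401, here 18.8 (9.15 two-sided, 5.42 with 4566 probe sets). At 0.15 the paper has 10.890, here 31.5 (13.5 two-sided, 11.8 with 4566 probe sets). At 0.2 the paper has 13.992, here 46.0 (18.8 two-sided, 19.2 with 4566 probe sets). At 0.25 the paper has 19.677, here 63.7 (25.6 two-sided, 28.4 with 4566 probe sets). The paper's randomization p at 0.15 is 0.168, and by permutation here it was 0.0889 (0.153 with 4566 probe sets, 0.152 with codes drawn with replacement). At 0.2 the paper's randomization p is 0.248, and by permutation here it was 0.0900 (0.287 with level permuted within lines). At 0.25 the paper's randomization p is 0.276, and by permutation here it was 0.0990 (0.195 with replacement, 0.336 within lines).

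For low outliers the paper expects 0.744 SL-LD probe sets at α = 0.001, here 0.427 (0.514 with no filter, 0.612 with replacement), with a randomization p of 2e-4 in the paper and 0.0015 by permutation here, which no alternative closes. At 0.05 the paper has 46 probe sets with at least 2 low outliers, here 121 (61 with a two-sided Grubbs p, 69 with 4566 probe sets, 54 centred on line means). At 0.1, 0.15, 0.2 and 0.25 the paper has 71, 112, 136 and 168, here 245, 438, 643 and 848, with no alternative that reaches them.

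For SL-LD low outliers at α = 0.05 the paper has 18 and here there were 34 (20 two-sided, 21 with 4566 probe sets). Without the 3 arrays, chosen after seeing the values, there were 20, which drops 12 of the 14 genes of Table 2. At 0.1 the paper has 31, here 62 (34 two-sided, 39 with 4566 probe sets, 45 with exactly 2 outliers). At 0.15 the paper has 36, here 106 (47 two-sided), at 0.2 the paper has 38, here 149 (26 centred on line means), and at 0.25 the paper has 48, here 188 (no alternative). The expected number at 0.05 is 5.774 in the paper and 10.4 here (5.25 two-sided, 5.93 with 4566 probe sets, 4.71 centred on line means, 7.42 with exactly 2 outliers). Without the 5 arrays, chosen after seeing the values and dropping 12 of the 14 genes, it was 8.52. At 0.1 the paper expects 8.807, here 21.2 (10.4 two-sided, 12.5 with 4566 probe sets, 13.2 centred on line means). At 0.15 the paper expects 13.992, here 37.9 (15.5 two-sided, 20.8 with 4566 probe sets). At 0.2 the paper expects 16.991, here 55.7 (21.2 two-sided), and at 0.25 the paper expects 21.084, here 73.5 (28.4 two-sided). At 0.05, 14 of the paper's 18 SL-LD probe sets were in most depressed sublines, a larger share than the 20 of 34 here. Of the 14 genes of Table 2, 12 are called with a two-sided Grubbs p, 8 with 4566 probe sets and 3 centred on line means.

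Probe sets with 3 high outliers number 9 in the paper and 32 here (11 two-sided, 13 with 4566 probe sets, 6 centred on line means). Without the 5 arrays, chosen after seeing the values and dropping 12 of the 14 genes, there were 11. In 1 group with 3 outliers at α = 0.1 the paper has 1, here 2 (1 with a filter on the mean).

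With the outlier sublines removed, r of CG3610 and CG11414 is 0.313 in the paper and 0.442 here (0.384 by Spearman, 0.419 in the table of inbred sublines, 0.403, 0.410 and 0.399 without replicate 3 of the most depressed sublines of line 12, without replicate 3 of those of line 15 and without replicate 1 of the least depressed ones of line 15). For CG3121 and CG11414 the paper has 0.297, here 0.424 (0.385 by Spearman, and 0.406, 0.392, 0.374, 0.398 and 0.388 without replicate 3 of the least depressed sublines of line 5, replicate 3 of the most depressed ones of line 12, replicate 3 of the most depressed ones of line 15 and replicates 3 and 1 of its least depressed ones). For CG11598 and CG11414 the paper has 0.164, here 0.344 (0.305 by Spearman, 0.310 without replicate 1 of the most depressed sublines of line 7, and 0.289, 0.301 and 0.310 without replicate 3 of the most depressed and replicates 2 and 3 of the least depressed sublines of line 15). For CG5509 and CG11414 the paper has 0.226, here 0.450, and for CG32396 and CG11414 the paper has 0.462, here 0.565, both with no alternative that reaches the paper's value. The mean reduced r of cluster 4 is 0.010 in the paper and -0.0317 here (0.0496 by Spearman, 0.00412 without replicate 3 of the most depressed sublines of line 7, 0.0449 without that of line 12).

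The paper notes that the correlations of CG11414 without the outlier sublines tended to be low and not significant, with 1 of 5 pairs marked as significant, and here 4 of its 5 pairs passed by r and 2 by rho.

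As a share of the probe sets with at least 2 outliers, the expected number in the paper is from 10.8 to 12.8%. Here it was from 8.55 to 8.66% with permuted codes and from 12.2 to 12.8% with codes drawn with replacement.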

Other observations

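The list of cuticle protein genes in this part was chosen only after the result for single members was seen, and the other comparisons were planned.

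Inbred sublines differed widely from the outbred control. The median log2 change over all probe sets was 0.11, so 67.3% of the probe sets past the threshold were higher (2693 of 4001), a share of 55.9% after median centring. PPO1 (4.24, standard error 0.33) and PPO2 (2.76, standard error 0.29), the prophenoloxidases of melanization, were higher in inbred sublines, as were fit (4.12), CG11854 (2.93), Cyp4ac2 (2.25) and the cuticle protein gene Cpr67Fb (2.54). The largest falls were in CG17298 (-6.09), CG34217 (-6.0), CG12998 (-4.81), dyw (-4.81), the chitinase Cht5 (-4.63), CG8534 (-4.54), CG11413 (-4.13), CG8736 (-4.00) and Cpr97Ea (-4.00). The probe sets were not shown to be above background in the dimmer group: 11 of 12 eggshell genes, which males do not express, had medians of at most 5.48 in the 24 arrays other than the 3 that hold them, and the control means of PPO1 (4.83), fit (3.85), CG11854 (4.02) and Cyp4ac2 (5.29) and the inbred means of CG34217 (4.11), dyw (5.03) and CG8534 (5.25) lie below that, with CG17298 (5.57), Cht5 (5.55) and Cpr67Fb (5.63) little above. Their changes are therefore read as lower bounds, with no order among them. Among 23 cuticle protein genes 17 fell and 3 rose, with a mean of -1.42 (p = 0.0028 by fry, p = 0.0923 with an estimated correlation). A difference in age between these pools was not tested. Of 22 muscle genes 17 fell and 2 rose (17 and 2 when adjusted over the list alone), such as Obsc (-1.84) and Mlc2 (-1.39), with adjusted p = 0.0026 by fry and adjusted p = 0.567 with an estimated correlation.

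Other lists also differed from the control by fry, which tests against no change, while the median over all probe sets was 0.11. Against the other genes, by camera at the preset correlation, the adjusted p was 5.3e-05 for accessory gland, 0.148 for detoxification and 0.104 for digestive enzyme genes. Accessory gland genes rose in 20 of 28 cases (23 rose and 2 fell adjusted over the list alone), with a median of 0.37 (adjusted p = 1.1e-04 by fry). Detoxification genes rose in 17 of 46 and fell in 3 (17 and 3 adjusted over the list alone), with Cyp6w1 at 1.25 and Cyp4e3 at -2.50 (adjusted p = 5.5e-05 by fry). Digestive enzymes rose in 12 of 34 and fell in 1 (12 and 1 adjusted over the list alone), with the maltase Mal-A7 at 1.68 and Jon44E at -1.44 (adjusted p = 1.1e-04 by fry). Ribosomal protein genes rose in 25 of 40 cases (29 adjusted over the list alone), though their median of 0.14 lies near the shift. Oxidative phosphorylation fell in 16 of 23 (18 adjusted over the list alone, median -0.21), proteasome genes in 13 of 25 (13 fell and 1 rose adjusted over the list alone, median -0.16) and glycolysis genes in 4 of 11 (4 adjusted over the list alone, median -0.17), with an adjusted p of 0.0188, 0.0419 and 0.0188 by fry. With an estimated correlation the adjusted p of these lists was 0.567, and 0.622 for the ribosomal proteins. Immune genes rose in 3 and fell in 2 of 16, Drsl5 at 2.03 and Rel at -0.70, photoreceptor genes rose in 6 and fell in 1 of 16, lipid genes rose in 5 and fell in 6 of 15, and stress genes fell in 2 of 6, stv and Hsp68. Testis genes rose in 4 and fell in 1 of 43, axoneme and cilia genes rose in 2 and fell in 1 of 11, and of the 15 egg and yolk genes fon fell (-0.59). Adjusted over each list alone these counts stayed the same, except that no testis gene passed.

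Between most and least depressed sublines, the genes with the largest rises and the same sign in the 4 lines were the larval serum protein gene Lsp2 (1.37, standard error 0.38), Cpr67Fb (1.33), CG11854 (1.26), CG5966 (1.19), pirk (1.10), a regulator of the immune deficiency pathway, the hormone gene Lst (1.09) and the muscle gene Mlp60A (1.08). The largest falls were in the mannosidase genes LManIII (-2.46, standard error 0.42), LManV (-1.59) and LManVI (-1.53), in the serine protease genes Jon99Fi (-2.19) and Jon25Bii (-1.68), in the alphagamma element (-1.55), CG13947 (-1.46), CG7631 (-1.37), CG7025 (-1.33) and lectin-24A (-1.31). Of 16 immune genes PGRP-LF (0.68) and Rel (0.64) rose and PGRP-SC2 (-0.82) fell (3 rose and 1 fell adjusted over the list alone). Among detoxification genes GstD7 (-0.61), Cyp4d1 (-0.55) and Ugt37D1 (-0.30) fell, of 46 (2 adjusted over the list alone). Gapdh1 was the 1 glycolysis gene that rose (0.17, of 11; 4 adjusted over the list alone), and RpS12 the 1 ribosomal protein gene that fell (-0.16, of 40; 0 adjusted over the list alone). With the set of sample codes in the model, Cpr67Fb, the 3 mannosidase genes, Jon25Bii, CG7631 and CG7025 still passed. Lsp2 (1.26, standard error 0.55), CG11854 (1.69, 0.48), CG5966 (0.86, 0.27), pirk (1.25, 0.36), Lst (0.93, 0.26), Mlp60A (0.66, 0.47), Jon99Fi (-1.36, 1.00), the alphagamma element (-1.13, 0.40), CG13947 (-1.27, 0.39) and lectin-24A (-1.28, 0.45) did not, all with a larger standard error than before. In the same model PGRP-SC2 (-1.01, standard error 0.26, where it was 0.17) and Cyp4d1 (-0.52, standard error 0.13, where it was 0.09) still passed. Rel (0.39, standard error 0.11), PGRP-LF (0.35, 0.16), GstD7 (-0.70, 0.28), Ugt37D1 (-0.18, 0.12), Gapdh1 (0.10, 0.07) and RpS12 (-0.06, 0.07) did not, as changes shrank in all of them but GstD7, and standard errors, before 0.09, 0.12, 0.19, 0.08, 0.05 and 0.05, grew.

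Within lines, Jon25Bii fell in line 5 (-2.20), line 12 (-2.20) and line 15 (-2.32), and LManV in line 12 (-1.67) and line 15 (-2.24). Line 5 had rises in CG7900 (4.13, standard error 0.68), CG15263 (3.65), Lsp2 (2.84) and tobi (1.73), an alpha-glucosidase gene controlled by insulin. In line 12 the largest rise was in Fbp2 (4.22, standard error 1.22) and the largest fall in Desat2 (-3.63, standard error 0.70). Digestive enzymes fell in 3 of 34 cases in line 5 (8 adjusted over the list alone, median -0.23, adjusted p = 0.271 by fry). In line 12 they fell in 11 of 34 cases (15 adjusted over the list alone, median -0.60, adjusted p = 4.6e-04 by fry, adjusted p = 0.0971 with an estimated correlation). With the code set in the model, which in line 12 separates the levels, 22 probe sets passed there and 1 digestive enzyme fell (median -0.65, median standard error 0.40, where it was 0.32). Fbp2 (3.20, standard error 1.66), Desat2 (-3.84, 0.96), Jon25Bii (-1.95, 0.47) and LManV (-1.59, 0.55) did not pass then in line 12, nor did Lsp2 in line 5 (2.69, 0.75) or TotC in line 15 (-2.90, 0.81). Of the probe sets past the threshold in line 12, 25.9% were higher, a share of 40.4% after median centring. In line 15 TotC, a stress peptide gene, fell (-3.34, standard error 0.81) and CG11854 rose (2.62). The dimmer groups of CG15263 (4.74), Fbp2 (4.82) and TotC (5.37), and of lectin-24A across the lines (5.11), lie under the same 5.48, so their changes are read as lower bounds. Whether these changes differ between lines was tested by the interaction only.

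Outliers were unevenly spread over the arrays. Of 843 high outliers 688 were in most depressed sublines, and replicate 3 of line 5 held 331 of them (39.3%), an array with eggshell transcripts. The first principal component, with 28.2% of the variance, separated the control samples from the inbred sublines.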
